# The angiotensin II type 1 receptor antagonist telmisartan inhibits cell proliferation and tumor growth of esophageal adenocarcinoma via the AMPKa/mTOR pathway *in vitro* and *in vivo*

**DOI:** 10.18632/oncotarget.14345

**Published:** 2016-12-28

**Authors:** Shintaro Fujihara, Asahiro Morishita, Kana Ogawa, Tomoko Tadokoro, Taiga Chiyo, Kiyohito Kato, Hideki Kobara, Hirohito Mori, Hisakazu Iwama, Tsutomu Masaki

**Keywords:** esophageal adenocarcinoma, telmisartan, AMPKα, angiotensin II type 1 receptor blocker, cell cycle arrest

## Abstract

Telmisartan, a widely used antihypertensive drug, is an angiotensin II type 1 (AT1) receptor blocker (ARB). This drug inhibits cancer cell proliferation, but the underlying mechanisms in various cancers, including esophageal cancer, remain unknown. The aim of the present study was to evaluate the effects of telmisartan on human esophageal cancer cell proliferation *in vitro* and *in vivo*. We assessed the effects of telmisartan on human esophageal adenocarcinoma (EAC) cells using the cell lines OE19, OE33, and SKGT-4. Telmisartan inhibited the proliferation of these three cell lines via blockade of the G_0_ to G_1_ cell cycle transition. This blockade was accompanied by a strong decrease in cyclin D1, cyclin E, and other cell cycle-related proteins. Notably, the AMP-activated protein kinase (AMPK) pathway, a fuel sensor signaling pathway, was enhanced by telmisartan. Compound C, which inhibits the two catalytic subunits of AMPK, enhanced the expression of cyclin E, leading to G_0_/G_1_ arrest in human EAC cells. In addition, telmisartan reduced the phosphorylation of epidermal growth factor receptor (p-EGFR) and ERBB2 *in vitro*. In our *in vivo* study, intraperitoneal injection of telmisartan led to a 73.2% reduction in tumor growth in mice bearing xenografts derived from OE19 cells. Furthermore, miRNA expression was significantly altered by telmisartan *in vitro* and *in vivo*. In conclusion, telmisartan suppressed human EAC cell proliferation and tumor growth by inducing cell cycle arrest via the AMPK/mTOR pathway.

## INTRODUCTION

Esophageal carcinoma is the eighth most common cancer worldwide and the sixth leading cause of cancer-related deaths [1]. It has one of the worst prognoses of any cancer, with a 5-year overall survival rate of approximately 15–25%. Diagnosis at advanced (metastatic) stages and metastasis are associated with poor prognosis [2, 3]. Esophageal adenocarcinoma (EAC) is less common than squamous cell carcinoma, but the frequency of adenocarcinoma of the esophagus, esophageal junction and gastric cardia has dramatically increased in Western countries [4]. EAC is among the most lethal cancers, with only 16% of patients surviving 5 years after diagnosis, and the median survival time is less than 1 year [5].

Telmisartan is an angiotensin II type 1 (AT1) receptor blocker (ARB) that is widely used as an antihypertensive drug. Several studies have indicated that angiotensin II promotes cell proliferation during cancer development, and ARBs suppress this effect by antagonizing the AT1 receptor [6–8]. ARBs inhibited the growth of breast [9], endometrial [10], and gastric cancer cells [11] in several *in vitro* and *in vivo* reports. Furthermore, epidemiological surveys have indicated that ARB treatment of hypertensive patients was associated with lower cancer incidence and mortality rates [12, 13].

Telmisartan is a partial agonist of peroxisome proliferator-activated receptor-gamma (PPAR-γ), activating the receptor to 25-30% of the maximum level achieved by the full agonist pioglitazone, a PPAR-γ ligand [14]. PPAR-γ activation inhibits cell growth in several cancers [15–18]. Additionally, telmisartan inhibits the proliferation of various cancer cell types, including prostate [19], renal [20] and colon [21] cancer cells, by inducing apoptosis.

AMP-activated protein kinase (AMPK) is a cellular energy sensor that is present in almost all eukaryotic cells [22]. It regulates cell growth and proliferation by modulating the mammalian target of rapamycin (mTOR) signaling pathway [23, 24]. AMPK is a possible therapeutic target for cancers with activated Akt signaling because AMPK inhibits mTOR, which is downstream of Akt [22]. More recently, telmisartan was shown to contribute to the activation of AMPK in vascular endothelial cells [25, 26]. However, little is known about the antitumor effect of telmisartan via AMPK/mTOR signaling in cancer cells.

Here, we demonstrate that telmisartan inhibited the growth of EAC cells by blocking cell cycle progression at the G_0_/G_1_ phase. Furthermore, telmisartan treatment activated the AMPK pathway and suppressed mTOR and p70S6 kinase (p70S6K) activation.

Thus, this study evaluated the effects of telmisartan on the growth of EAC cell lines and its mechanism of action. The miRNAs associated with the antitumor effect were also examined.

## RESULTS

### Telmisartan inhibits the proliferation and viability of human EAC cells *in vitro*

We examined the antitumor effects of telmisartan, irbesartan, losartan, and valsartan in three EAC cell lines *in vitro*. Cells were grown in 10% FBS and treated with 0, 1, 10, or 100 μM of the four ARBs (telmisartan, irbesartan, losartan, and valsartan) for 48 h.

Telmisartan treatment (100 μM) reduced the proliferation of three EAC cell lines (OE19, OE33, and SKGT-4) (Figure 1A). None of the other ARBs (irbesartan, losartan, valsartan) affected the viability of the EAC cell lines (Figure 1B–1D). These results demonstrated that telmisartan strongly inhibits cell proliferation in the three EAC cell lines in a dose-dependent manner.

**Figure 1:**
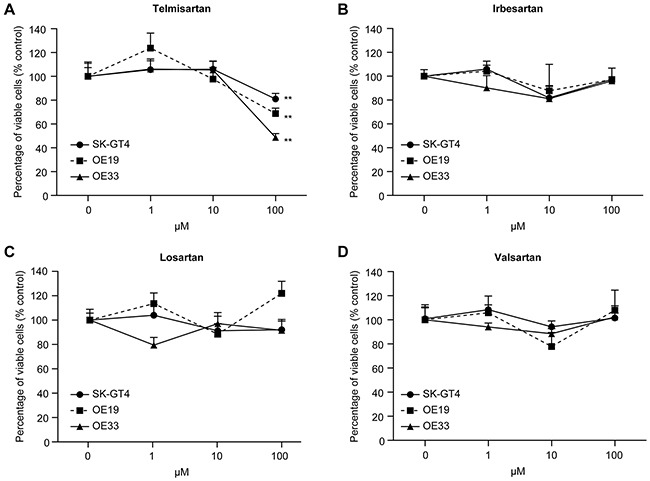
The effects of the ARBs telmisartan, irbesartan, losartan, and valsartan on the proliferation of EAC cell lines in vitro Telmisartan suppresses the proliferation of EAC cells. OE19, OE33, and SKGT-4 cells were seeded in 96-well plates. After 24 h, ARB (telmisartan, irbesartan, losartan, and valsartan; 1, 10, and 100 μM) or vehicle was added to the culture medium; 24 h later, the cells were evaluated with CCK-8 assays. Cell viability was assayed daily from 0 to 48 h. The viability of the ARB-treated cells was significantly different from that of the control cells (**, P < 0.01).

### Telmisartan induces cell cycle arrest in G_0_/G_1_ phase and regulates cell cycle-related proteins in EAC cells

To further investigate the effects of telmisartan in the EAC cell lines (OE19, OE33, and SKGT-4), we examined cell cycle progression using flow cytometry analysis. Treatment with 100 μM of telmisartan increased the population of cells in G_1_ phase and reduced the populations of cells in the S and G_2_/M phases for 24–48 h after treatment (Figure 2A, Supplementary Figure 1).

**Figure 2:**
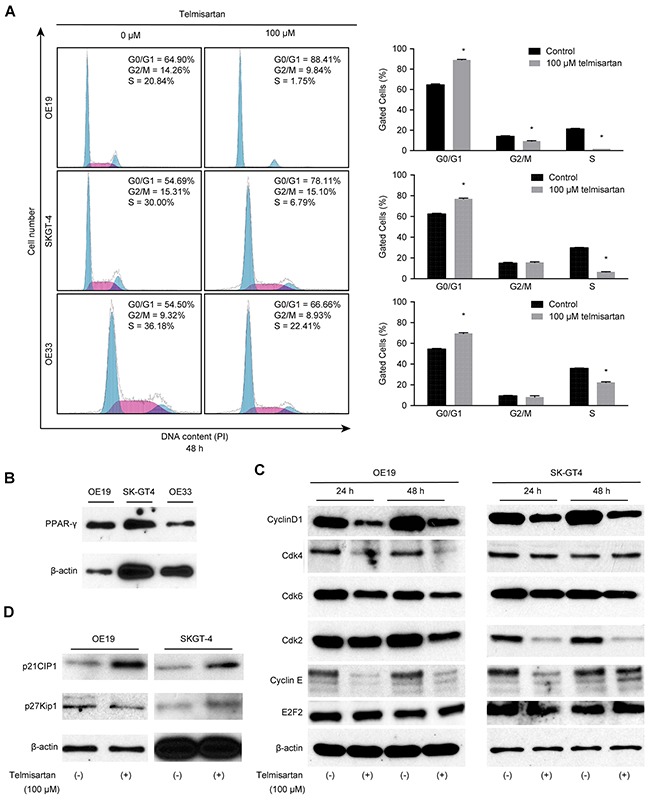
The antiproliferative effects of telmisartan in EAC cells are mediated via cell cycle arrest **A.** Cell cycle analysis of OE19, SKGT-4, and OE33 cells treated with 100 μM telmisartan at 48 h (*, P < 0.05). **B.** Western blot analysis of PPAR-γ in EAC cells. **C.** Western blot analysis of cyclin D1, Cdk4, Cdk6, Cdk2, cyclin E, and E2F2 in OE19 and SKGT-4 cells treated with 100 μM telmisartan. **D.** Western blot analysis of p21Cip1 and p27Kip in OE19 and SKGT-4 cells at 24 and 48 h after the addition of 100 μM telmisartan.

Next, PPAR-γ expression was examined in EAC cell lines (OE19 and SKGT-4). The PPAR-γ protein level was significantly up-regulated in OE19 cells compared to that of SKGT-4 cells (Figure 2B). The effects of telmisartan on the expressions of various cell cycle-related proteins in OE19 and SKGT-4 cells were evaluated by western blotting. Cells were treated with 0 or 100 μM telmisartan for 24–48 h. The strongest reduction was observed in cyclin E and cyclin D1, key proteins involved in the transition from G_0_ to G_1_ phase, by telmisartan in a time-dependent manner (Figure 2C). In the present study, the telmisartan-mediated decrease in cyclin D1 and cyclin E in OE19 cells was only slightly greater than that in SKGT-4 cells. However, the PPAR-γ level in OE19 cells was significantly enhanced compared with that in SKGT-4 cells.

In addition, analysis of other proteins associated with the G_0_ to G_1_ transition indicated that Cdk4, the catalytic subunit of cyclin D1, was decreased in OE19 cells 24–48 h after the addition of telmisartan (Figure 2C). Cdk2, the catalytic subunit of cyclin E, was also decreased in SKGT-4 cells 24–48 h after the addition of telmisartan (Figure 2C). The protein levels of p21^Cip1^ also increased in response to telmisartan treatment (Figure 2D). PPAR-γ ligands were previously reported to inhibit the mRNA expressions of cyclin E and E2F2 in a colon cancer cell line [16]. However, E2F2 expression in EAC cells was not detected following treatment with telmisartan (Figure 2C).

These findings suggest that telmisartan inhibits cell cycle progression from G_0_/G_1_ to S-phase by decreasing cyclin D1 and cyclin E levels, which results in G_1_ cell cycle arrest, in a PPAR-γ-independent manner in EAC cells. We therefore focused on the major pathway of telmisartan-induced cell cycle arrest in our next experiments.

### Telmisartan induces the phosphorylation of AMPK and regulates cell cycle-related proteins via the AMPK/mTOR pathway in EAC cells

To evaluate the mechanism of telmisartan-induced cell cycle arrest, we focused on AMPK/ mTOR signaling. Telmisartan induced the phosphorylation of AMPKα at Thr^172^ in three EAC cell lines, and this activation lasted for at least 48 h (Figure 3A). The protein levels of p-mTOR and p-p70S6K decreased in OE19 cells following telmisartan treatment (Figure 3B). Telmisartan also increased the phosphorylation of LKB1. However, no significant changes were observed in CaMKK expression (Figure 3A).

**Figure 3:**
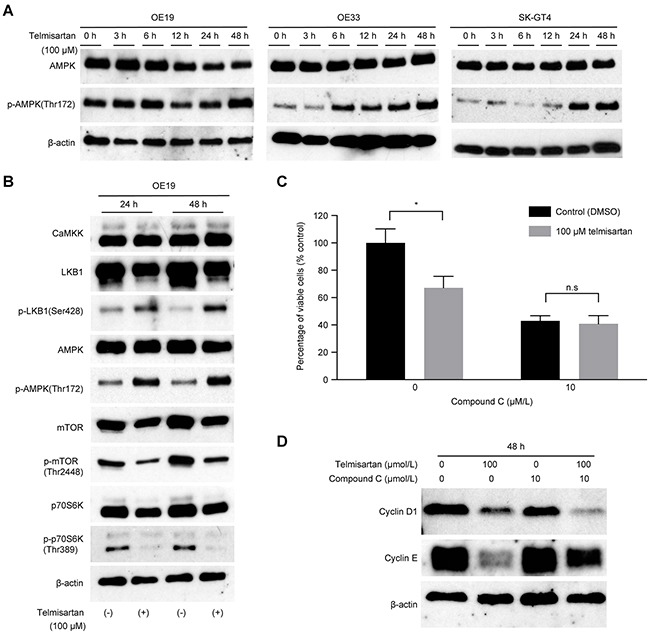
Telmisartan induces cell cycle arrest via activation of the AMPK pathway and suppression of mTOR signaling **A.** Three EAC cell lines were treated with 100 μM telmisartan for the indicated times, and the activation status of AMPKα was assessed by western blotting. **B.** OE19 cells were treated with 100 μM telmisartan, and the activation status of the LKB1/AMPK/mTOR pathway was determined. **C.** The antiproliferative effects of telmisartan or the control in combination with various concentrations of compound C were assessed in OE19 cells for 48 h. **D.** Western blot analysis of cyclin D1 and cyclin E in OE19 cells treated with control, telmisartan alone, compound C alone, or telmisartan combined with compound C for 48 h. n.s., not significant; *, P<0.05.

To determine whether the antiproliferative effect of telmisartan is mediated by AMPKα/mTOR signaling, we blocked this pathway using compound C, which targets the two catalytic units of AMPK. The antiproliferative effect of telmisartan was attenuated by compound C compared with that of the control (Figure 3C). More importantly, telmisartan induced antiproliferative effects via the AMPKα/mTOR pathway by inhibiting cell cycle regulatory molecules, especially cyclin E (Figure 3D).

These data indicate that telmisartan regulates cell cycle-related protein levels by phosphorylation of AMPKα at Thr^172^ and induces antiproliferative effects in EAC cells.

### Telmisartan inhibits the activation of RTKs, downstream effectors and cell cycle-related proteins

We used a p-RTK array to identify the key RTKs associated with the antitumor effects of telmisartan. Using an antibody array (Figure 4A), we simultaneously analyzed the expressions of 46 different activated RTKs in OE19 cells 24 h after telmisartan administration. Telmisartan reduced the expression of phosphorylated epidermal growth factor receptor (p-EGFR) and ERBB2 *in vitro* (Figure 4B). The densitometric analyses of p-EGFR and p-ERBB2 showed decreases of 11.6% and 17.5%, respectively (Figure 4C). In addition, we evaluated the protein levels of Akt and p-Akt, which are downstream of EGFR. Telmisartan decreased the expression of both Akt and p-Akt (Figure 4D).

**Figure 4:**
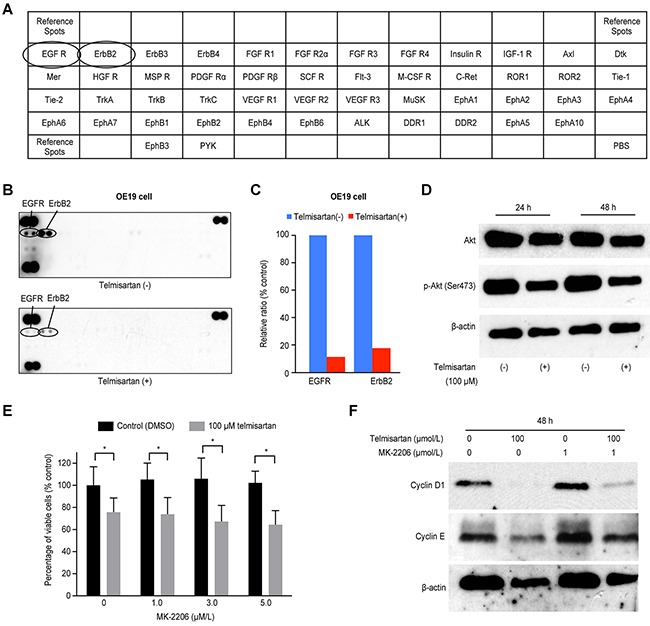
**A.** The template indicates the locations of tyrosine kinase antibodies spotted onto a human phospho-RTK array. **B.** Representative expression of various phosphorylated tyrosine kinase receptors in OE19 cells treated with or without 100 μM telmisartan at 24 h. **C.** Densitometry indicated that the ratios of p-EGFR and ERBB2 spots of telmisartan-treated to untreated cells were 11.6% and 17.5%, respectively. **D.** Western blot analysis of Akt and p-Akt (Ser473), which are downstream of EGFR signaling, in EAC cells treated with 100 μM telmisartan. **E.** The antiproliferative effects of telmisartan or the control in combination with various concentrations of MK-2206 were assessed in OE19 cells for 48 h. (D) Western blot analysis of cyclin D1 and cyclin E in OE19 cells treated with the control, telmisartan alone, MK-2206 alone, or telmisartan combined with MK-2206 for 48 h. *,P<0.05.

Furthermore, to determine whether the antiproliferative effects of telmisartan were mediated via the Akt pathway, we tested the Akt inhibitor MK-2206 in OE19 cells (Figure 4E). The expressions of cyclin D1 and cyclin E were reduced by telmisartan, and this effect was slightly attenuated by MK-2206 (Figure 4F). Thus, telmisartan may partially inhibit cell cycle regulatory molecules through the Akt/mTOR signaling pathway to control cell proliferation in EAC cells.

### Telmisartan inhibits tumor proliferation *in vivo*

To determine whether telmisartan could affect tumor growth *in vivo*, we subcutaneously injected nude mice with OE19 cells, followed by i.p. injection of telmisartan. The telmisartan treatment inhibited tumor growth by 73.2%, as determined by integrated tumor growth curves (Figure 5A and 5D), compared with that of the untreated control mice. Fibrotic areas in the tumors derived from OE19 cells were unaffected by telmisartan (Figure 5B and 5C). Telmisartan had no apparent toxic effects on the mice and no effect on body weight during the study. Furthermore, all animals survived to the end of the experiment.

**Figure 5:**
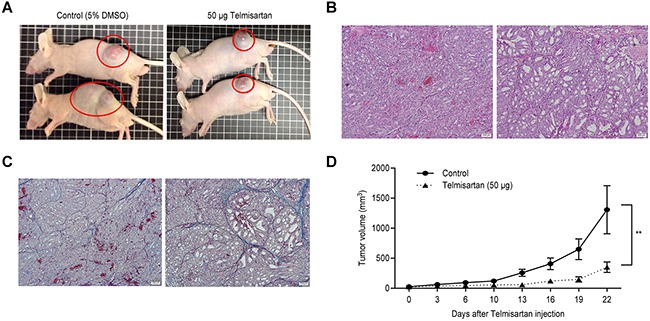
The growth of OE19-derived tumors in mice treated with telmisartan is inhibited **A.** Representative images of gross OE19 tumors from nude mice treated with vehicle (i) or 50 μg of telmisartan. (ii). **B.** Histological examination using H and E staining. **C.** Fibrotic tissue as determined by Azan staining of subcutaneous xenograft tumors 22 days after telmisartan injection. **D.** Tumor growth curves of the control and telmisartan groups. Tumor volume (mm3) was calculated as (tumor length (mm) × tumor width (mm)2)/2. The tumors were significantly smaller in the telmisartan-treated mice than those in the vehicle-treated mice. Each point represents the mean ± standard deviation of 7 animals. P = 0.0007 by two-way ANOVA.

### Telmisartan affects miRNA expression

Using a custom microarray platform, we analyzed the expression levels of 2555 miRNA probes in cell lines and tumor tissues in the presence and absence of telmisartan (GEO, accession no. GSE81350, GSE81354). 

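OE19 is a human EAC cell line. miRNA levels were examined on 8 arrays of untreated OE19 cells (control) and 8 arrays of OE19 cells treated with 100 μM telmisartan for 48 h, and the arrays of each group were numbered 1 to 8. The xenograft arrays were not analysed here. Each array held 2565 probes named for human miRNAs and gave 1 intensity per probe. The sources used here do not state that the arrays of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.

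The authors took the mean of the blank spots of an array, after the highest and lowest 5% had been removed, as its background, subtracted it, and kept the probes whose raw intensity exceeded that mean by 2 SD. Control arrays had 454 to 1621 such detected probes (median 804) and telmisartan arrays had 458 to 1885 (median 931). In all, 382 probes were detected on all 16 arrays. The deposited normalized values cover those 382 probes, and quantile normalization of the background-subtracted intensities over them rebuilt these values to a relative difference of 4.88e-10. They are called the authors' normalized values here, and log2 of them was used.

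Before the data were examined, quantile normalization had been set to run over the probes detected on each array, with undetected values at the lowest normalized value and 646 probes kept that were detected on at least 6 of the 8 arrays of a group. With that normalization an array with more detected probes had higher values for the probes shared by all arrays (Pearson's r = 0.980, permutation p = 1e-05, Spearman's rho = 1.00, permutation p = 1e-05, which is the smallest p the permutations can give, over 16 arrays). Without the 2 arrays farthest from the median r was 0.989, and this relation is largely built in by the normalization. Both sets of values were tested with limma. The authors' normalized values had been listed as an alternative, and the choice to describe single miRNAs on them was made after the results of both had been seen.

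Supplementary Figure 4 shows arrays 1 to 4 and 5 to 8 apart within each group, and the labels name no batch. The background was 28 ± 4.0 on control arrays 1 to 4 and 20 ± 3.7 on control arrays 5 to 8 (mean ± SD, n = 4 each, two-sided exact permutation p = 0.0571), and 30 ± 4.8 and 21 ± 1.9 on the telmisartan arrays of the same numbers (n = 4 each, two-sided exact permutation p = 0.0571). Levels within arrays 1 to 4 and within arrays 5 to 8 were therefore computed as well.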

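With quantile normalization over the detected probes of each array, 0 of 646 miRNAs differed between telmisartan-treated and control OE19 cells at an adjusted p under 0.05 from limma, and 7 did at an unadjusted p under 0.05. Exact Mann-Whitney tests with the same adjustment also gave 0, and limma with an intensity trend gave 2. On the authors' normalized values, 37 of 382 miRNAs rose and 28 fell at an adjusted p under 0.05 from limma. Each of these 65 had the same direction within arrays 1 to 4 and within arrays 5 to 8. The fitted change is the mean of the changes in these sets of arrays, so a low p favors the same direction, which is not independent evidence. Of all 382 miRNAs, 193 had opposite directions in these sets.

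The largest rise was that of miR-210-3p, a miRNA induced by hypoxia. Its log2 authors' normalized value was 6.19 ± 0.11 in control cells and 8.58 ± 0.51 in telmisartan-treated cells (mean ± SD, 8 arrays each), a 5.26-fold difference (log2 fold change 2.39, standard error 0.18, adjusted p = 1.21e-07 from limma). All 8 telmisartan arrays lay above every control array, and the fold was 6.78 within arrays 1 to 4 and 4.08 within arrays 5 to 8. With quantile normalization over the detected probes of each array, its log2 fold change was 2.64 (standard error 0.56, adjusted p = 0.0627 from limma), with folds of 13.5 and 2.87 within these sets of arrays, and it passed in 10 of the 16 alternative settings listed in advance (adjusted p 1.21e-07 to 0.999). Most of these settings kept that normalization and changed only the filter, the test or the arrays. The authors' normalized values are among the others. The settings are therefore not independent, and low counts of passes largely follow that normalization. miR-193b-3p rose 2.43-fold (adjusted p = 7.19e-05) and the probe shared by miR-365a-3p and miR-365b-3p, the first of which is encoded beside miR-193b, rose 1.97-fold (adjusted p = 0.0126). Smaller rises were seen for miR-22-5p at 1.78-fold, miR-361-3p at 1.77-fold, miR-222-3p at 1.57-fold and miR-152-3p at 1.55-fold (adjusted p = 0.00183, 7.19e-05, 0.00222 and 0.0130, limma). Control levels were low for the miR-365 probe, miR-361-3p and miR-152-3p (log2 means 2.92, 2.99 and 3.18). Their lowest log2 fold changes over the 16 alternative settings were 0.17, 0.15 and 0.12. In these settings miR-193b-3p, miR-22-5p and miR-361-3p passed in 6 each, the miR-365 probe and miR-152-3p in 5 each and miR-222-3p in 4. Within arrays 1 to 4 and within arrays 5 to 8 the folds were 2.37 and 2.48 for miR-193b-3p, 1.60 and 2.42 for the probe of miR-365a-3p and miR-365b-3p, 1.35 and 2.35 for miR-22-5p (interaction adjusted p = 0.0225, limma), 1.78 and 1.75 for miR-361-3p, 1.36 and 1.80 for miR-222-3p and 1.59 and 1.50 for miR-152-3p.

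Among the miRNAs that fell were members of the oncogenic miR-17-92 cluster and its paralog on the X chromosome. miR-18a-5p was at 0.483 of its control level (adjusted p = 0.000869), miR-18b-5p at 0.480 (adjusted p = 0.00106), miR-19a-3p at 0.496 (adjusted p = 0.00248) and miR-19b-3p at 0.610 (adjusted p = 0.00106, limma). miR-7-5p was at 0.481 of its control level, miR-141-3p at 0.566 and miR-4286 at 0.599 (adjusted p = 0.00106, 0.00222 and 7.19e-05, limma). Within arrays 1 to 4 and within arrays 5 to 8 the levels were 0.402 and 0.581 of control for miR-18a-5p (interaction adjusted p = 0.0313), 0.386 and 0.598 for miR-18b-5p, 0.403 and 0.611 for miR-19a-3p, 0.588 and 0.632 for miR-19b-3p, 0.414 and 0.560 for miR-7-5p, 0.441 and 0.727 for miR-141-3p (interaction adjusted p = 0.00118, limma) and 0.594 and 0.603 for miR-4286. All 8 telmisartan arrays lay below every control array for miR-18a-5p, miR-141-3p and miR-4286. Of the 16 alternative settings listed in advance, most of which kept the quantile normalization over the detected probes of each array, miR-18b-5p passed in 6, miR-18a-5p, miR-19a-3p, miR-7-5p and miR-4286 in 5 each, miR-19b-3p in 4 and miR-141-3p in 3.

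Of the miRNAs listed in Supplementary Table S1, 10 of the 10 raised and 13 of the 15 lowered passed the adjusted p on the authors' normalized values (10 and 14 when adjusted over the list alone, and 10 and 15 with the array numbers 1 to 4 against 5 to 8 as a block). The study chose this list on these samples, so the counts are not independent evidence. miR-338-3p (log2 fold change -0.66, adjusted p = 0.126) and miR-20b-5p (log2 fold change -0.57, adjusted p = 0.195, limma) did not pass, the latter except without control array 7 (adjusted p = 0.0319, limma). At the unadjusted p and fold limits of that table, limma gave 12 raised and 15 lowered miRNAs on these values, and 5 and 2 with quantile normalization over the detected probes of each array.

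**Figure D1:**
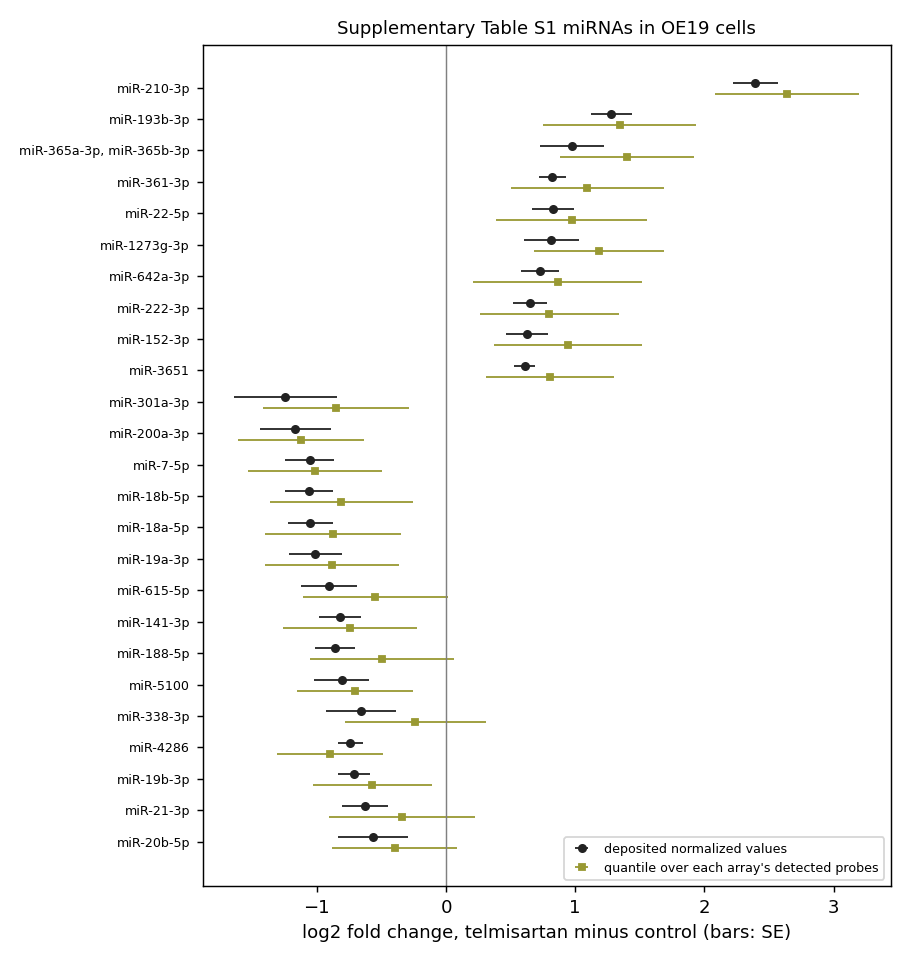
Log2 fold change (telmisartan minus control) of the 25 miRNAs of Supplementary Table S1 in OE19 cells, on the horizontal axis, for the authors' normalized values (circles) and for quantile normalization over the detected probes of each array (squares), with bars of 1 standard error from limma. miR-210-3p lies farthest to the right at 2.39 and 2.64, and the 15 lowered miRNAs lie left of 0 in both, with longer bars for the squares.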

Treatment with 100 μM telmisartan for 48 h up-regulated 10 miRNAs and down-regulated 15 miRNAs in OE19 cells (Supplementary Table 1). In the tumor xenograft model, there were 2 up-regulated and 6 down-regulated miRNAs in the telmisartan group as determined using the custom microarray platform (Supplementary Table 2).

Unsupervised hierarchical clustering analysis was conducted using Pearson's correlation, and the results indicated that cell lines *in vitro* and tumor tissues *in vivo* treated with telmisartan clustered together and separately from untreated cell lines and tissues (Supplementary Figure 4).

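With the log2 values of the 25 miRNAs of Supplementary Table S1, complete linkage on 1 minus the absolute uncentered correlation placed the 8 control arrays of OE19 cells on a side and the 8 telmisartan arrays on the other, so that 16 of 16 arrays lay with their own treatment. The authors' normalized values gave the same parting. These 25 miRNAs had been chosen by the study for their difference between the same arrays. With all 646 miRNAs, 9 of 16 arrays lay with their own treatment, and with each of the 25 miRNAs median-centered first, 9 did with the absolute and 8 with the signed correlation. When the authors' normalized values were median-centered in the same way, 8 of 16 arrays did with the absolute and 16 of 16 with the signed correlation, and with all 382 miRNAs, uncentered, 11 of 16 did. That last parting set control arrays 5 to 8 and telmisartan array 6 apart from all other arrays, so it did not separate the treatments. The count took the better naming of the sides, so 8 of 16 is the lowest possible. The absolute correlation takes opposed arrays as alike, so it cannot part groups that oppose each other after centering.

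Over the 382 miRNAs on the authors' normalized values, principal component 1 held 59.5% of the variance and separated the controls by number. Control arrays 1 to 4 had a mean of -8.22 ± 1.38 on it and control arrays 5 to 8 of 6.93 ± 3.23 (SD, n = 4 each), and the telmisartan arrays lay between them at -1.77 ± 2.44 and 3.05 ± 3.06 (SD, n = 4 each). Component 2 held 18.5% and separated the treatments. On it the controls were at -3.15 ± 0.23 for arrays 1 to 4 and -3.53 ± 0.52 for arrays 5 to 8, and the telmisartan arrays at 3.90 ± 0.58 and 2.77 ± 0.85 (SD, n = 4 each).

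**Figure D2:**
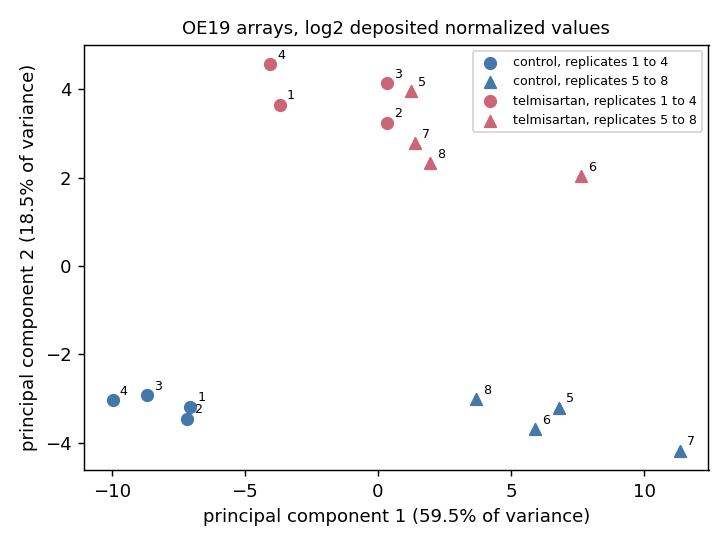
Scores of the 16 OE19 arrays on principal components 1 and 2 of 382 miRNAs (log2 of the authors' normalized values, arbitrary units), with control arrays in blue, telmisartan arrays in red, arrays 1 to 4 as circles, arrays 5 to 8 as triangles and the array number beside each point. The treatments lie apart on the vertical axis, and control arrays 1 to 4 and 5 to 8 lie apart on the horizontal axis.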

## DISCUSSION

The ARB telmisartan is one of the most commonly prescribed antihypertensive drugs. Telmisartan has been shown to block cancer cell proliferation [6–8] *in vitro* and tumor growth *in vivo* [9–11]. Recently, a retrospective study found that treatment with ARBs and angiotensin-converting enzyme inhibitors is not associated with survival in esophageal cancer [27]. However, the antitumor effects of telmisartan in EAC remained unknown. We demonstrate here for the first time that telmisartan has antitumor effects in EAC *in vitro* and *in vivo*. Telmisartan induced cell cycle arrest at the G_0_/G_1_ phase by modulating the expression of cell cycle regulatory proteins in EAC cells.

Our flow cytometric analyses demonstrated that telmisartan significantly induced cell cycle arrest in EAC cells. These findings were further corroborated by an analysis of cell cycle-related proteins. A substantial reduction was observed in the cell cycle regulatory proteins cyclin E, cyclin D1, and CDKs. Specific cyclin/Cdk complexes are activated at different times during cell cycle progression. Complexes of Cdk4 and Cdk6 with cyclin D1 are required for G_1_ phase progression, whereas complexes of Cdk2 with cyclin E are required for the G_1_-S transition [28]. The expression of various cell cycle-related molecules has been shown to enhance esophageal cancer and is related to cancer prognosis [29, 30]. These data indicate that the major cell cycle regulators (cyclin D1 and cyclin E) may be intracellular targets of telmisartan in human EAC cell lines. Therefore, inhibition of these molecules, including cyclin E and cycle D1, may be a promising strategy for controlling human esophageal cancer.

Telmisartan has been shown to activate AMPK in vascular endothelial cells [25, 26] but not in cancerous cells. Kurokawa et al. reported that telmisartan independently enhanced the AMPK signaling pathway [25]. In the present study, telmisartan activated the AMPK pathway and inhibited p70S6K and mTOR phosphorylation in EAC cells. In addition, the telmisartan-mediated inhibition of cyclin E was attenuated by an AMPKα inhibitor. These data indicate that telmisartan induces antiproliferative effects by phosphorylation of AMPKα at Thr^172^ in EAC cells, suggesting that the activation of the AMPKα/mTOR pathway inhibits cell cycle regulatory molecules. AMPK activation has recently been shown to inhibit the mTOR pathway and p70S6K phosphorylation, which are involved in protein synthesis. The results suggest that this pathway may regulate cell proliferation in various cancer cells [31–33]. These reports support our finding that AMPKα/mTOR signaling is a pivotal pathway in the telmisartan-induced antiproliferative effects.

Activating AMPKα also suppressed cancer cell proliferation via increased expression of the cell cycle inhibitor p21 [34, 35]. Additionally, AMPKα has been linked to two tumor suppressors, LKB1 and CaMKK. LKB1 is an upstream kinase that phosphorylates and activates AMPKα in physiological settings [34]. Telmisartan activated LKB1 and AMPKα without affecting CaMKK and suppressed mTOR activity in EAC cells. These results indicate that telmisartan reduced the expression of cell cycle-related proteins and induced cell cycle arrest via the AMPKα/mTOR pathway in EAC cells (Figure 6).

**Figure 6:**
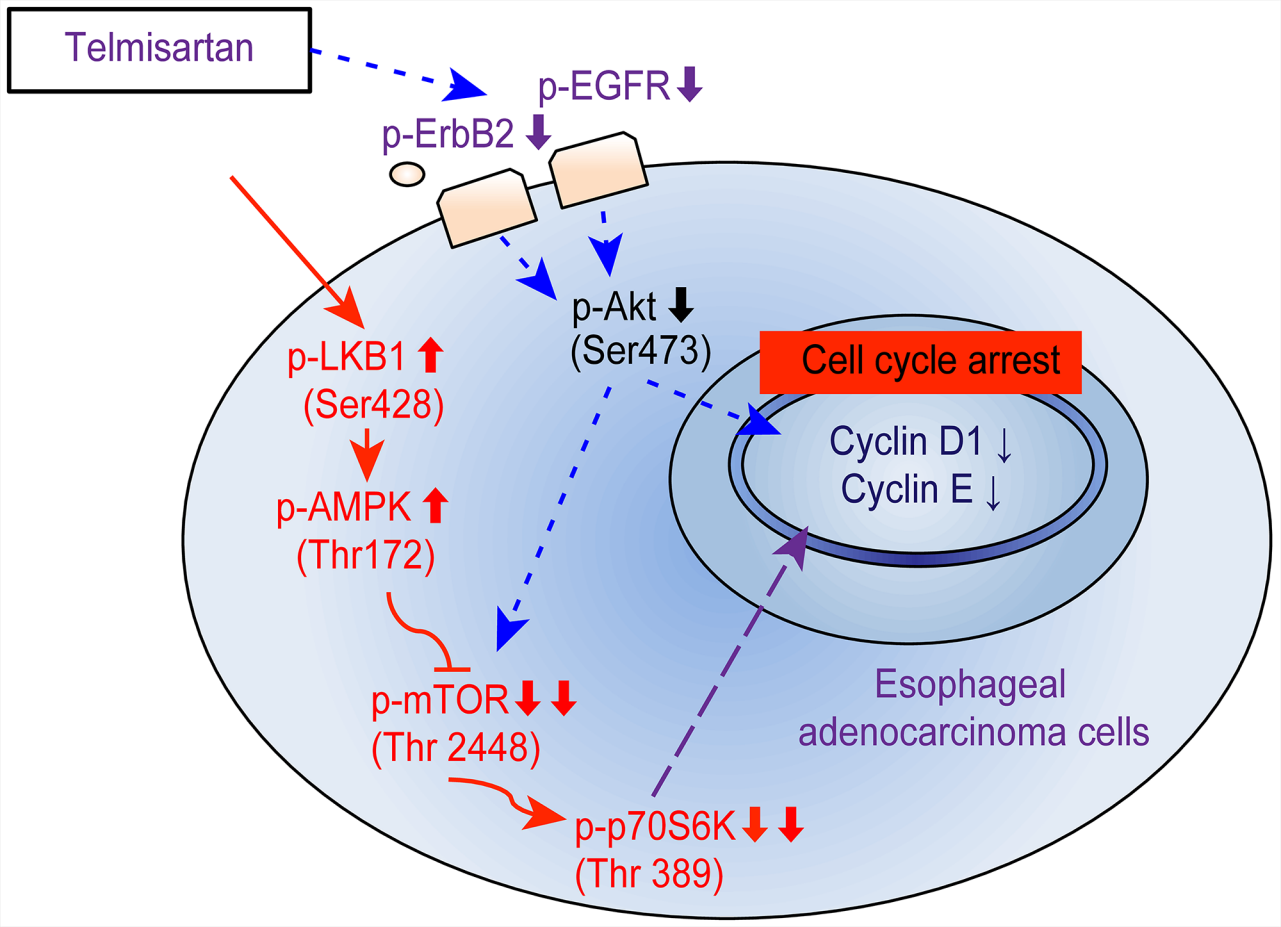
Schematic model for telmisartan inhibition of cell proliferation and G1 cell cycle progression in EAC cells The activation of AMPKα in human EAC cells inhibits mTOR and p70S6K, inducing G1 cell cycle arrest. Telmisartan may affect the cell cycle via the phosphorylation of EGFR and Akt/mTOR.

Telmisartan is an ARB; thus, AT1R may be involved in telmisartan-induced cell cycle arrest in EAC. AT1R induces cell proliferation in multiple cancer cells by activating various intracellular protein kinase cascades associated with growth factor stimulation [36]. We found that telmisartan inhibited EAC cell proliferation, but the ARBs irbesartan, valsartan, and losartan did not have antiproliferative effects in the three EAC cell lines. AT1R was expressed in several EAC cell lines (Supplementary Figure 5A). Notably, AT1R transactivates EGFR in several cancers [37], leading to extracellular-regulated kinase (ERK) activation, phosphorylation of signal transducer and activator of transcription 3 (STAT3) and activation of protein kinase C (PKC). Among these pathways, MEK/ERK can regulate cell cycle progression, apoptosis or differentiation. Therefore, we focused on MEK/ERK signaling to elucidate the mechanism of telmisartan-induced cell cycle arrest. The protein levels of p-p42/44 (Erk1/2) decreased in OE19 cells following telmisartan treatment, and these effects lasted for at least 48 h (Supplementary Figure 5B). Furthermore, to determine the antiproliferative effects of telmisartan via the MEK/ERK pathway, we tested the ERK1/2 inhibitor SCH772984 in OE19 cells. SCH772984 is a novel and selective inhibitor of ERK1/2 that displays characteristics of both type I and II kinase inhibitors [38]. The expressions of cyclin D1 and cyclin E were not changed by telmisartan, and this effect was not attenuated by SCH772984 (Supplementary Figure 5C). In addition, SCH772984 did not affect telmisartan-induced down-regulation of cyclin D1 and cyclin E, even though the phosphorylation of Erk1/2 were obviously reduced by telmisartan. Therefore, telmisartan did not induce cell cycle arrest by decreasing the cell cycle regulatory molecules through the MEK/ERK signaling pathway, and it is independent of the AT1R cascade in EAC cells.

Telmisartan is a partial agonist of PPAR-γ and influences the expression of PPAR-γ target genes involved in carbohydrate and lipid metabolism [14]. Telmisartan is the strongest PPAR-γ partial agonist among the ARBs (irbesartan, candesartan, valsartan) [14]. Other PPAR-γ partial agonists also inhibit cancer cell proliferation by inducing cell cycle arrest [16–18]. Troglitazone, which is a strong activator of PPAR-γ, was previously reported to inhibit the mRNA levels of cyclin E and E2F2 in a colon cancer cell line [16]. In this study, no significant reduction in E2F2 was identified following telmisartan treatment, although telmisartan significantly decreased cyclin E expression. The antiproliferative effects of PPAR-γ induced by telmisartan treatment were lower than those induced by troglitazone treatment because telmisartan is a partial agonist of PPAR-γ [14, 15]. In addition, the telmisartan-mediated decrease in cyclin D1 and cyclin E was similar in OE19 and SKGT-4 cells despite the large difference in PPAR-γ expression between these cell lines. Therefore, these results suggest that PPAR-γ does not play a major role in the inhibition of EAC cell proliferation and tumor growth caused by telmisartan-induced cell cycle arrest.

Additionally, we demonstrated that telmisartan reduces the phosphorylation of EGFR and ERBB2 in EAC cells using p-RTK arrays. EGFR activation induced the expression of cyclin D1, a key protein in cell cycle progression [31]. In this study, telmisartan decreased the expression level of Akt. mTOR, a major downstream target of Akt, regulates p70S6K. mTOR and p70S6K are downstream of PI3K and Akt in pathways regulating G_1_ cell cycle progression [39]. We examined the antiproliferative effects of telmisartan mediated by Akt using MK-2206 in OE19 cells. The expressions of cyclin D1 and cyclin E were reduced by telmisartan, and these reductions were slightly attenuated by MK-2206. A previous study showed that PPAR-γ partial agonists induce cell cycle arrest by reducing the levels of p-EGFR, Akt, and p21 in esophageal squamous cell carcinoma [17]. Thus, telmisartan may partially inhibit cell cycle regulatory proteins via the Akt/mTOR pathway to control cell proliferation in EAC cells.

Telmisartan has been shown to inhibit cell proliferation by inducing apoptosis in various cancer cell lines, including endometrial [10], prostate [19], renal [20], and colon [21] cancer lines. To determine whether telmisartan induced apoptosis, we treated EAC cells with or without 100 μM telmisartan for 24 and 48 h and analyzed the cells using flow cytometry. Telmisartan did not increase the proportion of apoptotic cancer cells 48 h after treatment in OE19, SKGT-4, and OE33 cells (Supplementary Figures 2-3). These results indicate that telmisartan inhibits EAC cell proliferation without inducing apoptosis.

Telmisartan also markedly suppressed the growth of subcutaneous EAC tumors in athymic nude mice. Our *in vitro* study was conducted using a higher dose of telmisartan than that used in human treatments (1–10 μM) [14, 40, 41]. However, the use of high doses has been criticized in similar studies examining other cancer cell types, such as breast [9], stomach [11], and prostate cancer cells [19]. Our *in vivo* study was conducted using a slightly higher dose of telmisartan than that used in human administration.

Recently, candesartan, another ARB, was shown to significantly reduce transforming growth factor β1 (TGF-β1) expression and suppress tumor proliferation and stromal fibrosis [11]. Candesartan also significantly inhibited the growth of tumor xenografts and angiogenesis in mice [11]. Telmisartan reduced VEGF, TIMP-1, and angiogenin levels in OE19 cells (Supplementary Figure 3). However, fibrotic areas in the implanted tumor derived from OE19 cells were not decreased by telmisartan in the xenograft models. This result is anomalous—reduced expression of TIMP-1 did not affect the activation of MMPs, which degrade collagen deposition. One explanation for this result could be the difference between *in vitro* and *in vivo* effects. In an *in vivo* mouse model, non-cancerous cells, such as fibroblasts, endothelial cells, and inflammatory cells, that are adjacent to cancer cells may affect the development of esophageal cancer via cell-cell interactions in the solid tumor microenvironment.

MicroRNAs, small non-coding RNA molecules, regulate the development and progression of various cancers [42]. Several microRNAs were significantly altered following telmisartan treatment *in vitro* and *in vivo*. Among these microRNAs, miR-200a and miR-301a were significantly down-regulated in OE19 cells treated with telmisartan. 

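In OE19 cells on the authors' normalized values, several clusters and families of miRNAs had members that passed. Of the miR-17-92 cluster, which is amplified in several cancers, 5 of 8 measured miRNAs fell and none rose, among them miR-17-3p at 0.715 of its control level (5 when adjusted over the list alone). Of its paralog miR-106b-25, 3 of 4 fell (4 when adjusted over the list alone), with miR-25-3p at 0.800 and miR-93-5p at 0.831, and of the paralog miR-106a-363, 2 of 5 fell (3 with arrays 1 to 4 against 5 to 8 as a block). The lists of miR-17-92 and miR-106a-363 share the probes of miR-19b-3p, which fell, and of miR-92a-3p, so their counts and tests overlap. In the miR-130 and miR-301 family 2 of 3 fell, and miR-130a-3p, at 0.724 of its control level, did not pass over all miRNAs (adjusted p = 0.0653, limma). All 3 fell when adjusted over the list alone, and all 3 with arrays 1 to 4 against 5 to 8 as a block (miR-130a-3p adjusted p = 0.00545, limma). In the let-7 family, whose members restrain proliferation, 4 of 9 rose (5 when adjusted over the list alone) and none fell, with let-7g-5p at 1.37-fold, let-7d-5p at 1.32-fold, let-7c-5p at 1.30-fold and let-7b-5p at 1.22-fold. The rise of let-7g-5p was 1.11-fold within arrays 1 to 4 and 1.68-fold within arrays 5 to 8 (interaction adjusted p = 0.0236, limma). For let-7d-5p, let-7c-5p and let-7b-5p the interaction did not pass (adjusted p 0.242 to 0.955, limma). Of the miR-23/27/24 clusters 3 of 5 rose, namely miR-23b-3p at 1.44-fold, miR-23a-3p at 1.36-fold and miR-24-3p at 1.27-fold. Whether the probes of similar members of a family share signal could not be tested here. Counts of members are therefore not counts of independent changes.

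These lists had been fixed in advance but with the values of Supplementary Table S1 seen. The lists of miR-17-92, of miR-106a-363 and of the miR-130 and miR-301 family hold miRNAs of that table, which the study chose on these arrays, so their tests are not independent evidence. Each list was compared with the other miRNAs by camera with a preset correlation of 0.01. The adjusted p was 0.000155 for miR-17-92, 0.00187 for miR-106b-25, 0.00574 for miR-106a-363, 0.0126 for the miR-130 and miR-301 family, 0.00187 for let-7 and 0.00843 for miR-23/27/24. With an estimated correlation none of these passed, at adjusted p = 0.0723, 0.0715, 0.0730, 0.168, 0.0715 and 0.138 in the same order, and with fry, which does not compare a list with other miRNAs, all 6 passed (adjusted p 0.000133 to 0.00567). The median change of each of these lists kept its direction, relative to all miRNAs, under each of the 8 ways of normalizing that were run. These ways used the same arrays and are not independent. Median, mean and no scaling differ by a constant per array, which largely cancels relative to all miRNAs, so the shared direction is partly built in. With quantile normalization over the detected probes of each array, no single member of any list passed. There the camera adjusted p at the preset correlation was 2.71e-06, 0.000492, 0.000492, 0.000111, 0.0281 and 0.0443 in the same order, and neither an estimated correlation (adjusted p 0.193 to 0.408) nor fry (adjusted p 0.657 to 0.706) gave a call. The camera call of miR-23/27/24 was lost with arrays 1 to 4 against 5 to 8 as a block (0.0606). With the replicate number as a block, those of miR-23/27/24 (0.133) and let-7 (0.0929) were lost.

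The lists were tested again with the miRNAs of Supplementary Table S1 taken out of them and of the values, a test added after the results were seen. On the authors' normalized values the camera adjusted p was then 0.0167 for the 5 remaining members of miR-17-92 (0.203 with an estimated correlation), 0.000345 for miR-106b-25 (0.0363), 0.000345 for let-7 (0.0363) and 0.00299 for miR-23/27/24 (0.132), and fewer than 3 members of the other 2 lists remained. All 6 passed camera at the preset correlation with quantile normalization over the detected probes of each array (adjusted p 3.38e-05 to 0.0409) and none with an estimated correlation (0.320 to 0.359).

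Of the miR-200 family, which keeps cells epithelial, miR-141-3p and miR-200a-3p fell, and 5 of the 7 measured members did not pass, namely miR-200a-5p at 0.749, miR-429 at 0.762, miR-200b-3p at 0.989, miR-200b-5p at 1.10 and miR-200c-3p at 1.15 of the control level. The median log2 fold change of the 7 was -0.39 (camera adjusted p = 0.0809, 0.365 with an estimated correlation, fry adjusted p = 0.0471), -0.67 within arrays 1 to 4 and -0.0048 within arrays 5 to 8, where the median of all miRNAs was 0.03 and -0.07, and 3 of the 7 fell with the array numbers as a block. The list passed camera at the preset correlation with quantile normalization over the detected probes of each array (adjusted p = 0.00112, and 0.336 with an estimated correlation), but not once miR-141-3p and miR-200a-3p, which are in Supplementary Table S1, were taken out (adjusted p = 0.242, and 0.621 on the authors' normalized values). In the miR-29 family miR-29a-3p was at 1.38-fold (adjusted p = 0.000215) and miR-29b-3p at 0.699 of its control level (adjusted p = 0.0126, limma), and its list did not pass camera (adjusted p = 0.512; fry adjusted p = 0.0445).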

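miR-200a-3p lies at 1p36.33 and miR-301a-3p at 17q22, as Supplementary Table S1 gives them. On the authors' normalized values miR-200a-3p was at 0.446 of its control level in telmisartan-treated OE19 cells. Its log2 value was 8.62 ± 0.76 in control cells and 7.45 ± 0.33 in treated cells (SD, 8 arrays each), a log2 fold change of -1.17 (standard error 0.28, adjusted p = 0.00809 from limma), and 7 of 8 telmisartan arrays lay below every control array. miR-301a-3p was at 0.422 of its control level, with log2 values of 4.81 ± 1.06 and 3.57 ± 0.57 (SD, 8 arrays each), a log2 fold change of -1.24 (standard error 0.40, adjusted p = 0.0401 from limma), and 3 of 8 telmisartan arrays lay below every control array.

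Both differences were larger within arrays 1 to 4 than within arrays 5 to 8. For miR-200a-3p the treated level was 0.277 of control within arrays 1 to 4 (adjusted p = 0.000641) and 0.717 within arrays 5 to 8 (adjusted p = 0.0495, limma), and the interaction of treatment and array number was 1.37 on the log2 scale (adjusted p = 0.00534). For miR-301a-3p it was 0.297 (adjusted p = 7.68e-05) and 0.601 (adjusted p = 0.0626, limma), with an interaction of 1.01 (adjusted p = 0.0206). The control arrays themselves differed between the numbers, at 9.30 ± 0.19 and 7.94 ± 0.22 for miR-200a-3p and at 5.77 ± 0.13 and 3.85 ± 0.38 for miR-301a-3p (log2, SD, 4 arrays each). With the array numbers 1 to 4 against 5 to 8 as a block, the adjusted p was 0.000897 for miR-200a-3p and 0.000182 for miR-301a-3p.

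With quantile normalization over the detected probes of each array neither passed, at log2 fold changes of -1.12 (standard error 0.49) for miR-200a-3p and -0.85 (standard error 0.56) for miR-301a-3p (adjusted p = 1.00 for both, limma), and of 16 alternative settings listed in advance, 3 gave an adjusted p under 0.05 for miR-200a-3p (0.00809 to 1.00 over the 16) and 2 for miR-301a-3p (0.0346 to 1.00). Most of these 16 settings kept that normalization. On the authors' normalized values the call of miR-301a-3p was lost with the exact Mann-Whitney test (adjusted p = 0.134) and in 10 of 16 fits that each left out 1 array, while that of miR-200a-3p was kept in all 16 and with the exact Mann-Whitney test (adjusted p = 0.00774). The paper overexpressed both miRNAs in OE19 cells, where miR-301a-3p slightly weakened the AMPKα phosphorylation induced by telmisartan and miR-200a-3p did not, and cites reports on both. It proposes that AMPK activation by telmisartan was likely enhanced by their lower levels.

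**Figure D3:**
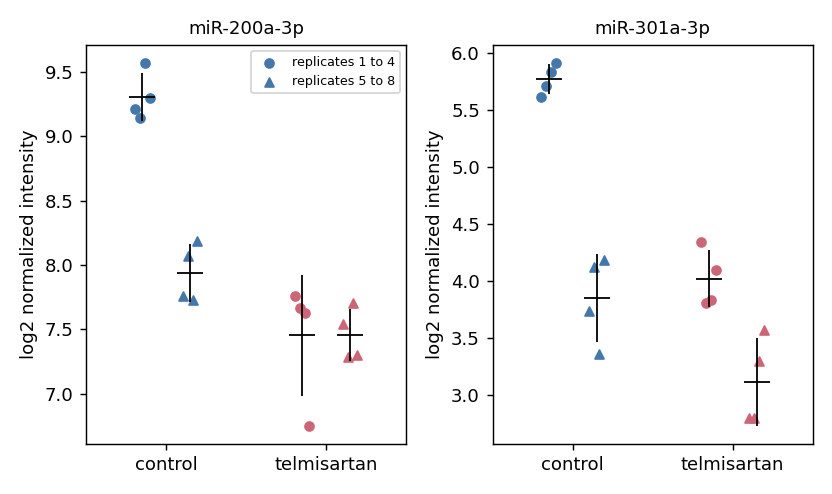
Log2 of the authors' normalized values of miR-200a-3p (left) and miR-301a-3p (right) on each array of control (blue) and telmisartan-treated (red) OE19 cells, with arrays 1 to 4 as circles and arrays 5 to 8 as triangles; horizontal marks are means and vertical bars are 1 SD of 4 arrays. For miR-301a-3p, control arrays 5 to 8 (mean 3.85) lie beside telmisartan arrays 1 to 4 (mean 4.02).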

To clarify the relationship between p-AMPKα and these miRNAs, we further assayed the effect of miR-201a-3p and miR-301a-3p overexpression on the expression and phosphorylation of AMPKα in OE19 cells treated with or without telmisartan. miR-200a-3p overexpression did not attenuate p-AMPKα regardless of telmisartan treatment (Supplementary Figure 6). However, the expression of p-AMPKα was induced by telmisartan, and this effect was slightly attenuated by miR-301a-3p (Supplementary Figure 6). Thus, miR-301a-3p may regulate the phosphorylation of AMPKα through the AMPKα/mTOR signaling pathway to control cell proliferation in EAC cells.

Several reports have already shown that i) miR-200a directly regulates A2, a receptor for the oncogene Eph, and decreases cancer cell migration via downstream activation of AMPKα [43], and ii) miR-301a appears to directly down-regulate AMPKα1 in osteosarcoma cells [44]. These findings support our results indicating that telmisartan inhibited cancer proliferation and tumor growth via AMPK activation, which was likely enhanced by the down-regulation of miR-200a and miR-301a. In addition, there were no matched miRNAs extracted from cultured cells and implanted tumor tissues in the present study (Supplementary Figure 4). This also indicates that cell-cell interactions between tumor cells and stromal cells may alter the tumor microenvironment.

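The 8 miRNAs that Supplementary Table S2 lists for the xenograft tumors were weakly detected in cultured OE19 cells. miR-6723-5p was above background on 5 of 8 control and 6 of 8 telmisartan arrays and was the only member of that list detected often enough to be tested. Its log2 fold change was 0.48 (standard error 0.50, adjusted p = 1.00 from limma, with quantile normalization over the detected probes of each array). miR-6827-5p was detected on 4 control and 5 telmisartan arrays, miR-1226-3p on 4 and 3, miR-1207-3p on 3 and 1, and miR-138-1-3p and miR-6874-3p on 2 and 2. None of the 8 is among the 382 miRNAs with the authors' normalized values, and 0 of the 8 passed in OE19 cells, where 0 passed at an unadjusted p under 0.05 as well. A change of the other members was not detectable at this signal over background.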

In conclusion, our results revealed that telmisartan inhibits human EAC cell proliferation and tumor growth, inducing cell cycle arrest by regulating cell cycle-related molecules via the AMPK/mTOR pathway.

## MATERIALS AND METHODS

### Chemicals

Telmisartan and valsartan were purchased from Tokyo Chemical Industry Co. (Tokyo, Japan). Irbesartan and losartan were purchased from Wako Pure Chemical Industries (Osaka, Japan). Telmisartan was prepared as a 10 mM stock solution in dimethyl sulfoxide (DMSO). Irbesartan and valsartan were prepared as 100 mM stock solutions in DMSO, and losartan was prepared as a 100 mM stock solution in H_2_O. The stock solutions were stored at -20°C. Compound C was purchased from Abcam (Cambridge, UK). MK-2206 was purchased from ChemScene Chemicals (Monmouth Junction, NJ, USA). SCH772984 was purchased from Selleck Chemicals (Houston, TX, USA).

### Cell culture and cell proliferation assay

OE19, OE33, and SKGT-4 human EAC cell lines were obtained from the European Collection of Authenticated Cell Cultures (ECACC). All cell lines were grown in RPMI-1640 (Gibco Invitrogen, Carlsbad, CA) supplemented with 10% fetal bovine serum (FBS) and penicillin-streptomycin (100 mg/L; Invitrogen) at 37°C in a humidified atmosphere containing 5% CO_2_.

Cell proliferation was assayed using the CCK-8 cell counting kit according to the manufacturer's instructions. Briefly, 5 × 10^3^ cells were seeded into each well of a 96-well plate and cultured in 100 μL of RPMI-1640 supplemented with 10% FBS. After 24 h, ARBs (telmisartan, irbesartan, losartan, and valsartan at 0, 1, 10, or 100 μM) or vehicle was added to each well, and cells were cultured for an additional 48 h. CCK-8 reagent (10 μL) was added to each well, and the plates were incubated at 37°C for 3 h. The absorbance was measured at 450 nm using a microplate reader.

### Preparation of cell lysates

Cell lysates were prepared as previously described at 4°C [45]. Protein concentrations were measured using a dye-binding protein assay based on the Bradford method [46].

### Gel electrophoresis and western blotting

OE19 cells (1.0 × 10^6^/dish) were seeded in 100 mm culture dishes and cultured for 24 h. Then, 100 μM telmisartan was added, and the cells were further cultured for 24-48 h. The cells were lysed in a protease inhibitor cocktail (“complete” protease inhibitor mixture; iNtRON Biotechnology, Seongnam, Korea) on ice for 20 min. Cell lysates were centrifuged at 13,000 × g at 4°C for 5 min. Supernatants containing the soluble cellular proteins were collected and stored at −80°C until use. Protein concentrations were measured using a NanoDrop 2000 fluorospectrometer (Thermo Scientific Corporation, USA). Protein aliquots (1–10 μg) were resuspended in sample buffer and separated on 10% Tris-glycine gradient gels via SDS-PAGE [47]. The proteins were subsequently transferred to nitrocellulose membranes. The membranes were blocked and then incubated with primary antibodies followed by horseradish peroxidase (HRP)-conjugated secondary antibodies [48].

Primary antibodies used for western blot analyses were obtained from the following sources: β-actin antibody was obtained from Sigma-Aldrich (St. Louis, MO, USA); cyclin D1 and cyclin E antibodies were obtained from Thermo Fisher Scientific (Waltham, MA, USA); Cdk6, Cdk2, and Cdk4 antibodies were obtained from Santa Cruz Biotechnology (Santa Cruz, CA, USA); phosphorylated retinoblastoma protein and p27^Kip1^ antibodies were obtained from BD Biosciences Pharmingen (San Jose, CA, USA); PPAR-γ (ab19481), E2F2 (ab65222), and AT1 receptor (ab9391) antibodies were purchased from Abcam (Abcam, USA); AMPKα (#5832), p-AMPKα Thr172 (#2535), LKB1 (#3047), p-LKB1 Ser428 (#3482), CaMKK (#4436), mTOR (#2983), p-mTOR Ser2448 (#5536), p70S6K (#2708), p-p70S6K Thr389 (#9205), Akt (#4685), p-Akt Ser473 (#4060), p21^Waf1/Cip1^ (#2947), p-Erk1/2 (#4370), and Erk1/2 (#4695) antibodies were purchased from Cell Signaling Technology (Boston, MA, USA).

HRP-linked anti-mouse and anti-rabbit IgG secondary antibodies (1:2000; Cell Signaling Technology, MA, USA) were used.

Immunoreactive proteins were visualized with an enhanced chemiluminescence detection system (PerkinElmer Co., Waltham, MA, USA) on X-ray film.

### Cell cycle and apoptosis analysis

Cell cycle profiles were analyzed after telmisartan treatment to assess growth inhibition. OE19, OE33, and SKGT-4 cells (1.0 × 10^6^ cells in a 100 mm diameter dish) were treated with or without 100 μM telmisartan for 24–48 h. Cell cycle progression was analyzed by measuring the amount of propidium iodide (PI)-labeled DNA in ethanol-fixed cells. The fixed cells were washed with PBS and then stored at −20°C for flow cytometry analysis. On the day of analysis, the cells were washed with cold PBS, suspended in 100 μL of PBS with 10 μL of RNase A (250 μg/mL) and incubated for 30 min. A 110 μL aliquot of PI (100 μg/mL) was added to each suspension, and the cells were incubated at 4°C for at least 30 min prior to analysis. Apoptotic and necrotic cell death was analyzed by double staining with FITC-conjugated Annexin V and PI, which is based on the binding of Annexin V to apoptotic cells with exposed phosphatidylserine and PI labeling of late apoptotic/necrotic cells with membrane damage. Tumor cells were treated for 24 and 48 h. Staining was performed according to the manufacturer's instructions. Flow cytometry was performed using a Cytomics FC 500 flow cytometer (Beckman Coulter, Indianapolis, IN, USA). Cell percentages were determined using Kaluza software (Beckman Coulter, Indianapolis, IN, USA). All experiments were performed in triplicate.

### Antibody arrays of phosphorylated receptor tyrosine kinases (p-RTKs)

Human p-RTKs were assayed using Human Phospho-RTK Array Kits (R&D Systems, Minneapolis, MN, USA) according to the manufacturer's instructions. Briefly, p-RTK array membranes were blocked with 5% BSA/TBS (0.01 M Tris-HCl, pH 7.6) for 1 h and incubated with 2 mL of lysate, which was prepared from cell lines after normalization to ensure equal protein amounts. The membranes were washed 3 times with TBS plus 0.1% v/v Tween-20 for 10 min each and 2 times with TBS alone for 10 min each to remove unbound materials. Then, the membranes were incubated with an HRP-conjugated anti-phospho-tyrosine antibody for 2 h at room temperature. The unbound HRP-conjugated antibody was washed away with TBS plus 0.1% Tween-20. Finally, each array membrane was exposed to X-ray film using a chemiluminescence detection system (PerkinElmer Co.). The immunoreactive bands were analyzed by densitometric scanning (TIc scanner, Shimizu Co., Ltd., Kyoto, Japan).

### Angiogenic profile analysis using an antibody array

A Human Angiogenesis Antibody Array (R&D Systems, Minneapolis, MN, USA) was used according to the manufacturer's protocol. This method is a dot-based assay enabling the detection and comparison of 55 angiogenesis-specific cytokines. Each array membrane was exposed to X-ray film using a chemiluminescence detection system (PerkinElmer Co.).

### Xenograft model analysis

Animal experiments were performed according to the guidelines of the Committee on Experimental Animals of Kagawa University, Kagawa, Japan.

Male athymic mice (BALB/c-nu/nu; 6 weeks old; 20–25 g) were purchased from Japan SLC, Inc. and maintained under specific pathogen-free conditions using a laminar airflow rack. The mice had continuous free access to sterilized (γ-irradiated) food (CL-2; CLEA Japan, Inc.) and autoclaved water. Each mouse was subcutaneously inoculated with OE19 cells (5 × 10^6^ cells per animal) in the flank. One week later, the xenografts were identifiable as masses with a maximal diameter > 4 mm. The animals were randomly assigned to treatment with telmisartan (50 μg per day) or diluent only (control). The telmisartan group was intraperitoneally (i.p.) injected five times per week with 2 mg/kg telmisartan for four weeks; the control group was administered 5% DMSO alone for four weeks. Tumor growth was monitored daily by the same investigators (S. Fujihara and A. Morishita), and tumor size was measured weekly. The tumor volume (mm^3^) was calculated as the tumor length (mm) × tumor width (mm)^2^/2 [49]. All animals were sacrificed on day 22 after treatment, and all animals survived during this period. Between-group differences in tumor growth were analyzed by two-way ANOVA.

### miRNA arrays

Total RNA was extracted from the tumor samples and cancer cell lines using a miRNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions. RNA samples typically exhibited A_260/280_ ratios between 1.9 and 2.1, as determined using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

After RNA measurements were performed with an RNA 6000 Nano Kit (Agilent Technologies), the samples were labeled using a miRCURYHy3/Hy5 Power Labeling Kit and were subsequently hybridized to a human miRNA Oligo chip (v. 21.0; Toray Industries, Tokyo, Japan). The chips were scanned with a 3D-Gene Scanner 3000 (Toray Industries), and the results were analyzed using 3D-Gene extraction version 1.2 software (Toray Industries). Differences in miRNA expression between the telmisartan-treated and control samples were assessed using GeneSpring GX v10.0 (Agilent Technologies). Quantile normalization was performed on the raw data that were above the background level. Differentially expressed miRNAs were determined by the Mann-Whitney U test. The false discovery rate was computed with the Benjamini-Hochberg method [50] for multiple testing. 

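In OE19 cells on the authors' normalized values, 95 of 382 miRNAs had a two-sided exact Mann-Whitney p under 0.05 and 58 had an adjusted p under 0.05 by the Benjamini-Hochberg method, 35 of them higher and 23 lower with telmisartan. Of the 25 miRNAs of Supplementary Table S1, 21 were among the 58. miR-5100 (adjusted p = 0.0503), miR-20b-5p (adjusted p = 0.170), miR-338-3p (adjusted p = 0.171) and miR-301a-3p were not. The smallest p this exact test can give with 8 arrays in each group is 0.000155.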

Hierarchical clustering was performed using the furthest neighbor method with the absolute uncentered Pearson's correlation coefficient as a metric. A heat map was produced with the relative expression intensity for each miRNA, in which the base-2 logarithm of the intensity was median-centered for each row.

### Gene transfection

miR-200a-3p mimics, miR-301a-3p mimics, and negative control miRNA were obtained from Thermo Scientific (Waltham, MA, USA). OE19 cells were seeded in 6-well plates. After 24 h, OE19 cells were transfected with miR-200a-3p mimic, miR-301a-30 mimic, or negative control miRNA at a final concentration of 10 nM using Lipofectamine RNAiMAX (Invitrogen, Grand Island, NY, USA). After a 24 h incubation, the cells were harvested and washed with ice-cold PBS for subsequent analysis.

### Statistical analyses

All statistical analyses were performed using Prism 6 software (GraphPad Software, La Jolla, CA, USA). Comparisons between treatment and control groups were performed using two-tailed paired or unpaired Student's *t* tests. A *P*-value of < 0.05 was considered significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

EAC: esophageal adenocarcinoma
ARBs: angiotensin II type 1 receptor blockers
AT1: angiotensin II type 1
PPAR-γ: peroxisome proliferator-activated receptor-gamma
AMPK: AMP-activated protein kinase
EGFR: epidermal growth factor receptor
DMSO: dimethyl sulfoxide
CCK-8: cell counting kit

# Supplementary material for: The angiotensin II type 1 receptor antagonist telmisartan inhibits cell proliferation and tumor growth of esophageal adenocarcinoma via the AMPKa/mTOR pathway in vitro and in vivo
**Source:** Oncotarget. 2016 Dec 28;8(5):8536–49. doi: 10.18632/oncotarget.14345
**Supplement:** Supplementary file 1

The angiotensin II type 1 receptor antagonist telmisartan inhibits cell proliferation and tumor growth of esophageal adenocarcinoma via the AMPK α /mTOR pathway *in vitro* and *in vivo*

SUPPLEMENTARY FIGURES AND TABLES

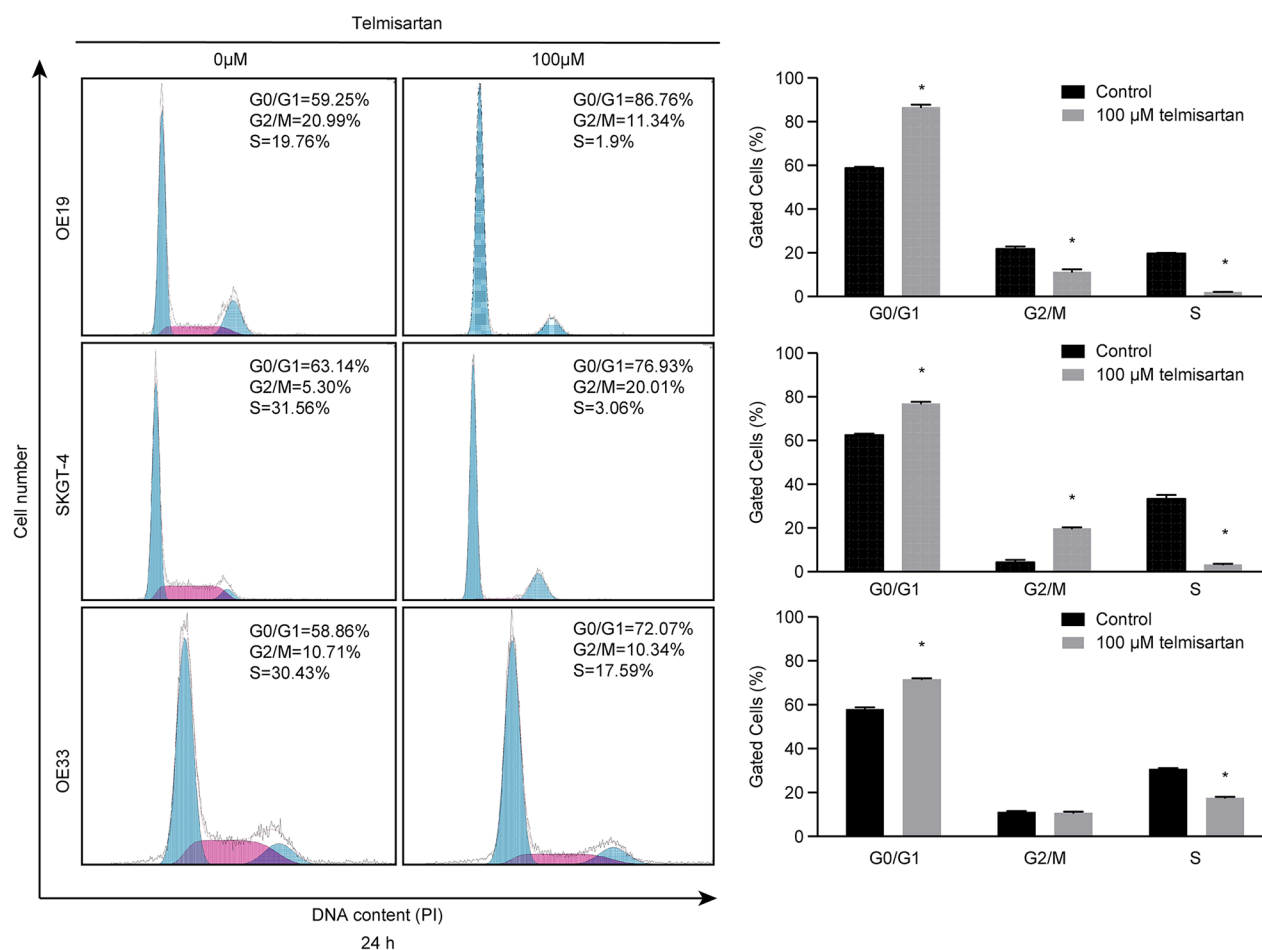

Supplementary Figure S1: Cell cycle analysis of OE19, SKGT-4, and OE33 cells treated with 100 μ M telmisartan at 48 h. *, $P < 0.05$.

A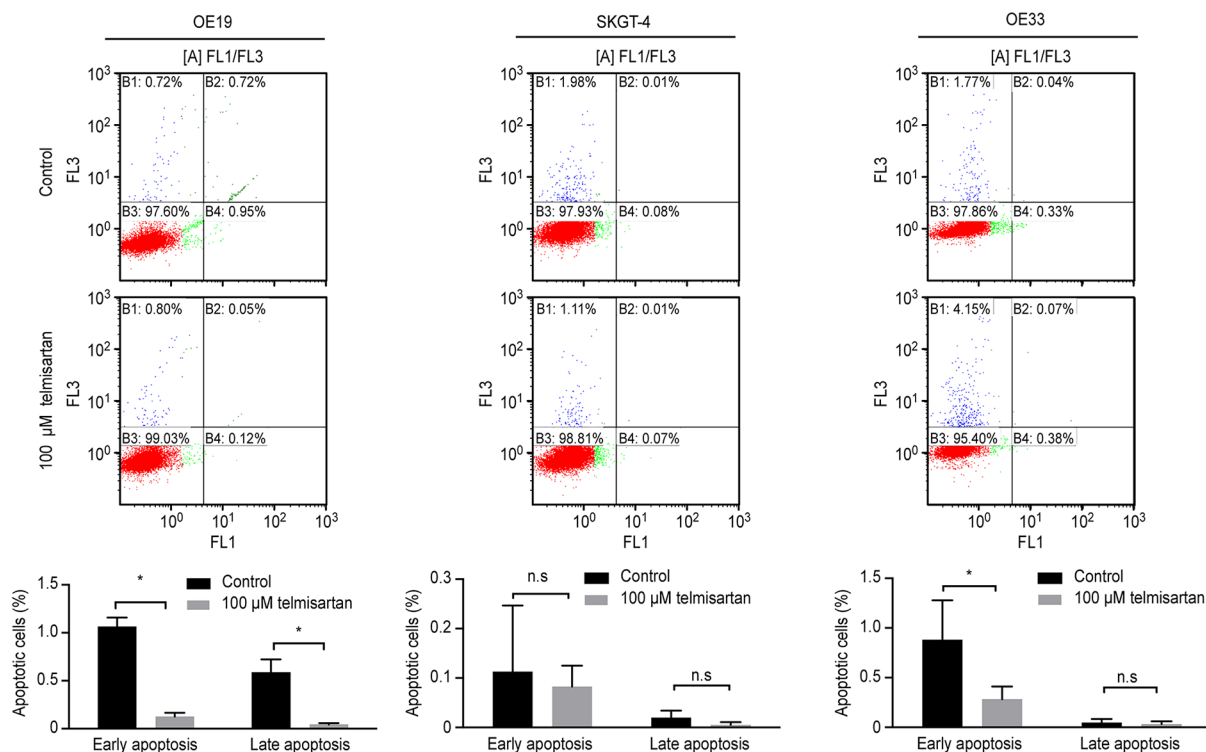**B**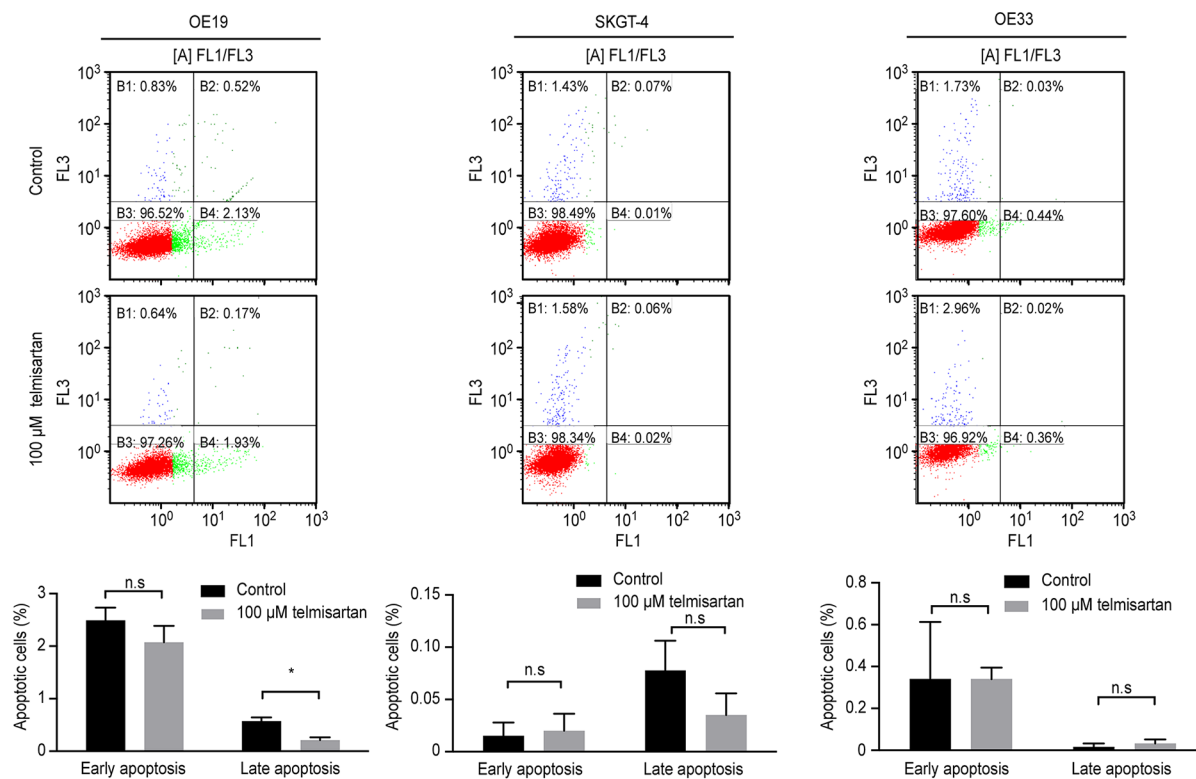

Supplementary Figure S2: Flow cytometry assessment of apoptosis of EAC cells (OE19, SKGT-4, OE33) with or without 100 μ M telmisartan. A. At 24 h after telmisartan treatment. B. At 48 h after telmisartan treatment. n.s., not significant; *, $P < 0.05$.

A

Reference Spots		Activin A	ADAMTS-1	Angiogenin	Angiopoietin-1	Angiopoietin -2	Angiostatin/ Plasminogen	Amphiregulin	Artemin		Reference Spots
Coagulation Factor 3	CXCL16	DPP 4	EGF	EG-VEGF	Endoglin	Endostatin Collagen18	Endothelin-1	FGF acidic	FGF basic	FGF-4	FGF-7
GDNF	GM-CSF	HB-EGF	HGF	IGFBP-1	IGFBP-2	IGFBP-3	IL-1 β	IL-8	LAP(TGF- β 1)	Leptin	MCP-1
MIP-1 α	MMP-8	MMP-9	NRG1- β	Pentraxin 3 (PTX3)	PD-ECGF	PDGF-AA	PDGF-AB/ PDGF-BB	Persephin	Platelet Factor 4 (PF4)	PIGF	Prolactin
Serpin B5	Serpin E1	Serpin F1	TIMP-1	TIMP-4	Thrombospondin-1	Thrombospondin-2	uPA	Vasohibin	VEGF	VEGF-C	
Reference Spots											Negative Control

B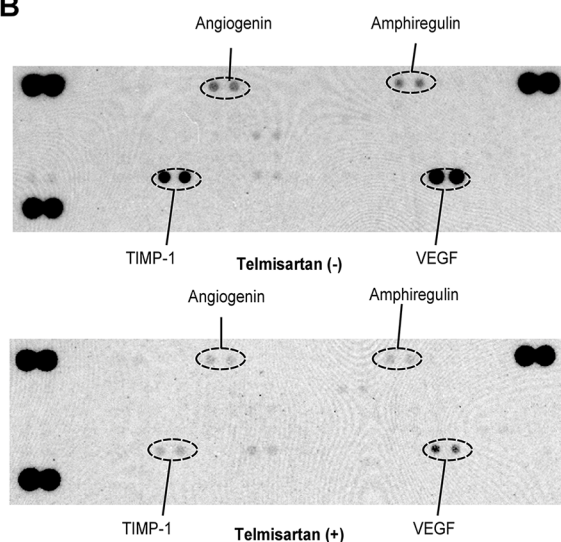**C**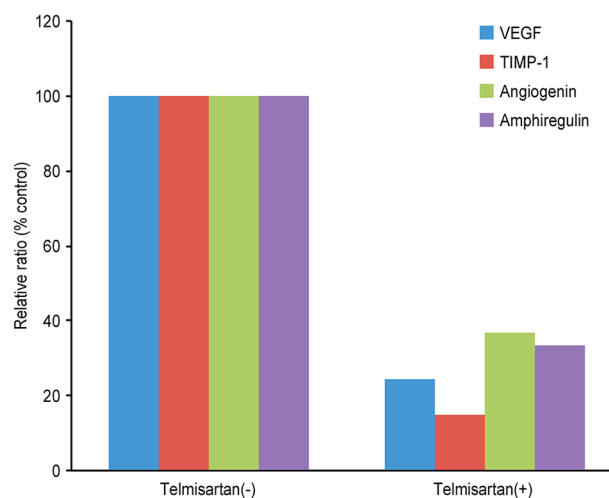

Supplementary Figure S3: Effects of telmisartan on angiogenesis in the OE19 cells. **A.** Template depicting the location of antibodies for angiogenesis-related proteins spotted onto a human angiogenesis array. **B.** Representative expression levels of various antibodies for angiogenesis-related proteins in the OE19 cells treated with or without telmisartan. Decreased expression levels of VEGF, TIMP-1, angiogenin, and amphiregulin were detected in the OE19 cells treated with telmisartan. **C.** Densitometry analysis indicated that the ratios of the VEGF, TIMP-1, angiogenin, and amphiregulin spots of the telmisartan-treated cells to those of the untreated cells were 24.3%, 14.9%, 36.9%, and 33.4%, respectively.

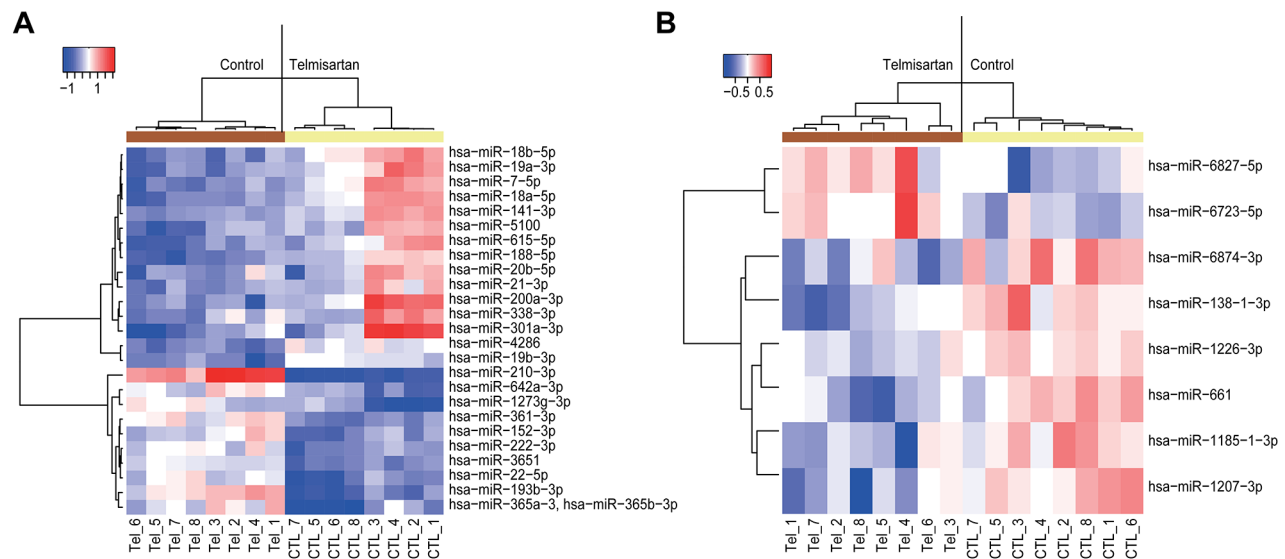

Supplementary Figure S4: A. Hierarchical clustering of OE19 cells treated with and without telmisartan. OE19 cells were clustered based on the expression profiles of 25 differentially expressed miRNAs between telmisartan-treated OE19 cells and untreated cells. **B.** Hierarchical clustering of tumor samples from xenograft animal models treated with telmisartan or vehicle. Tumor tissues were clustered based on the expression profiles of 8 miRNAs that were differentially expressed between tumor tissues from mice treated with telmisartan or vehicle. The analyzed samples are shown in the columns, and the miRNAs are presented in the rows. The miRNA clustering color scale shown at the top indicates the relative expression levels of the miRNAs, and red and blue represent high and low expression levels, respectively.

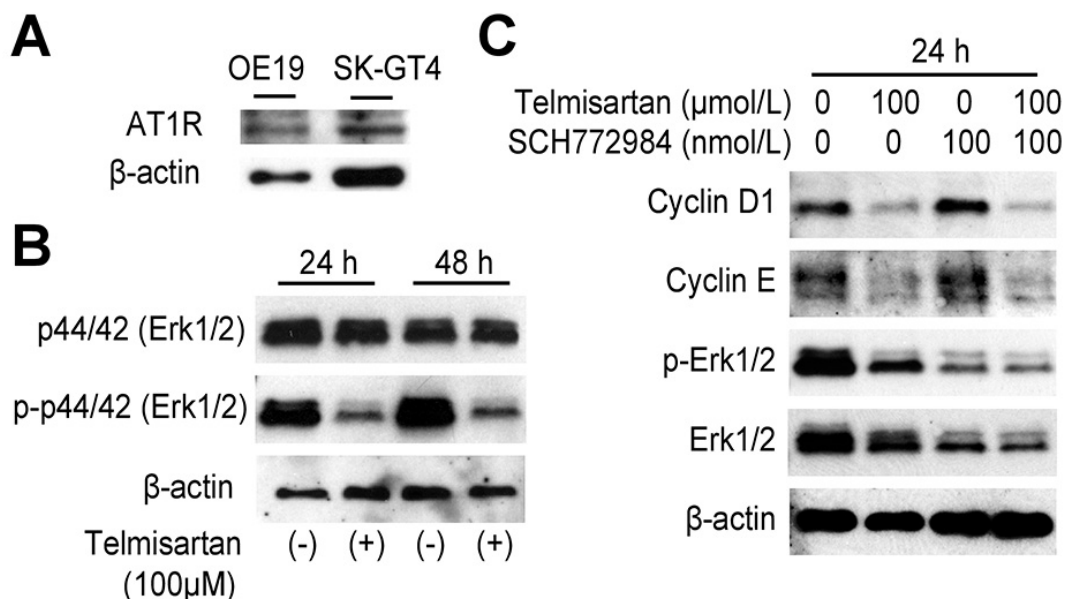

Supplementary Figure S5: Telmisartan does not induce cell cycle arrest via activation of the AT1R cascade. **A.** OE19 and SK-GT4 cells express the AT1 receptor. **B.** OE19 cells were treated with 100 μ M telmisartan, and the activation status of the MEK/ERK pathway was determined. **C.** Western blot analysis of cyclin D1 and cyclin E in OE19 cells treated with control, telmisartan alone, SCH772984 alone, or telmisartan combined with SCH772984 for 48 h.

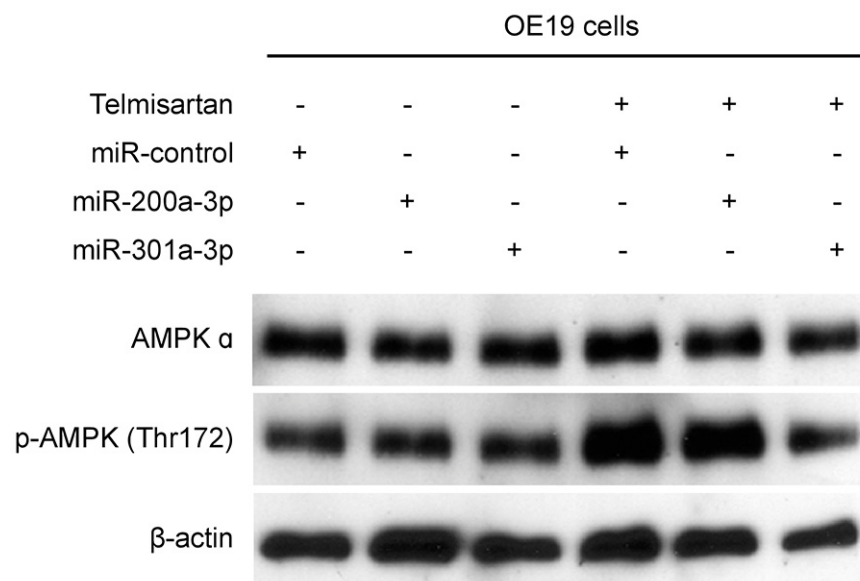

Supplementary Figure S6: The effect of miR-200a-3p and miR-301a-3p overexpression on the expression and phosphorylation of AMPK α in OE19 cells.

Supplementary Table S1: Statistical results and chromosomal locations of miRNAs in OE19 cells treated with and without telmisartan

miRNA	Fold change<br>(Treated/Untreated)	P-value	Chromosomal location
**Up-regulated**			
hsa-miR-210-3p	5.53	<0.001	11p15.5
hsa-miR-193b-3p	2.41	<0.001	16p13.12
hsa-miR-365a-3p, hsa-miR-365b-3p	1.87	0.0074	16p13.12, 17q11.2
hsa-miR-361-3p	1.78	<0.001	Xq21.2
hsa-miR-22-5p	1.74	0.0019	17p13.3
hsa-miR-1273g-3p	1.67	0.0060	1
hsa-miR-642a-3p	1.65	0.0013	19q13.32
hsa-miR-222-3p	1.56	<0.001	Xp11.3
hsa-miR-152-3p	1.55	0.0074	17q21.32
hsa-miR-3651	1.52	<0.001	9
**Down-regulated**			
hsa-miR-301a-3p	0.36	0.0312	17q22
hsa-miR-200a-3p	0.41	0.0016	1p36.33
hsa-miR-7-5p	0.47	0.0013	9q21.32,15q26.1,19p13.3
hsa-miR-18b-5p	0.47	0.0019	Xq26.2
hsa-miR-18a-5p	0.47	<0.001	13q31.3
hsa-miR-19a-3p	0.48	0.0016	13q31.3
hsa-miR-615-5p	0.52	0.001	12q13.13
hsa-miR-141-3p	0.54	0.000	12p13.31
hsa-miR-188-5p	0.55	0.000	Xp11.23
hsa-miR-5100	0.56	0.012	10
hsa-miR-338-3p	0.60	0.046	17q25.3
hsa-miR-4286	0.60	0.001	8
hsa-miR-19b-3p	0.62	0.001	13q31.3,Xq26.2
hsa-miR-21-3p	0.63	0.005	17q23.1
hsa-miR-20b-5p	0.64	0.038	Xq26.2

Fold change (FC)>1.5, FC<0.67, P-value<0.05.

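The fold change in Supplementary Table S1 is the level with telmisartan over that in control OE19 cells, so that values above 1 stand for higher levels with telmisartan. With the ratio of arithmetic means of the authors' normalized values over the 8 arrays of each group and the unadjusted p of the exact Mann-Whitney test, 10 of 382 miRNAs passed the limits of 1.5 and 0.05 and 15 passed those of 0.67 and 0.05. These were the 10 and the 15 miRNAs in the table, from miR-210-3p as the highest ratio to miR-301a-3p as the lowest. The p in these limits is the one before adjustment for multiple testing.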

Supplementary Table S2: Statistical results and chromosomal locations of miRNAs in esophageal cancer tumors treated with and without telmisartan

miRNA	Fold change<br>(Treated/Untreated)	<i>P</i> -value	Chromosomal location
**Up-regulated**			
hsa-miR-6827-5p	1.31	0.0030	3
hsa-miR-6723-5p	1.30	0.0038	1
**Down-regulated**			
hsa-miR-6874-3p	0.72	0.0030	7
hsa-miR-1207-3p	0.73	0.0030	8
hsa-miR-138-1-3p	0.74	0.0011	3p21.32
hsa-miR-661	0.76	0.0047	8q24.3
hsa-miR-1185-1-3p	0.76	0.0047	14
hsa-miR-1226-3p	0.86	0.0019	3p21.31

P-value<0.005.

How the deposited data were processed for this re-analysis (not part of the article)

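The values came from 16 single-color arrays of OE19 cells, 8 of control cells and 8 of cells treated with 100 μM telmisartan for 48 h. The authors scanned the arrays, and the deposited intensity of each spot was given raw and after subtraction of the array's background, with spots not above the detection level left empty. The background and detection level recomputed from the blank spots matched those in the files on every array. The authors also deposited 1 table of normalized intensity values, on a linear scale with a median of 37.7 in each column, for the 382 probes detected on all 16 arrays. Its scale and normalization were found by rebuilding it from the arrays. The arrays held 2565 miRNA probes, of which 343 were detected on no array.

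Log2 values were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), telmisartan minus control, with Benjamini-Hochberg adjustment and an adjusted p under 0.05 as the threshold. In the fit set in advance, background-subtracted intensities of the probes detected on each array were quantile normalized between arrays, undetected values were set to the lowest normalized value (1.24 on the log2 scale, 8.57% of the tested values), and probes detected on at least 6 of the 8 arrays of 1 group were kept, which left 646. The 10 spots marked as not good were treated as missing. The alternative listed in advance on which single miRNAs are described used log2 of the authors' normalized values. The median log2 fold change of all tested miRNAs was 0.23 in the fit set in advance (0.90 within arrays 1 to 4 and -0.45 within arrays 5 to 8) and -0.01 on the authors' normalized values. Median changes of lists are given without subtracting it unless stated.

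The miRNAs named are those of Supplementary Tables S1 and S2, whose values in those tables had been seen, the 10 largest rises and falls among miRNAs past the threshold with the same sign within arrays 1 to 4 and 5 to 8, and members of 24 lists of families, clusters and cell type markers. On the authors' normalized values the rule of the largest changes gave only miRNAs of Supplementary Table S1, and in the fit set in advance it gave none. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, on miRNAs with a value on every array. Single groups of arrays were compared with exact permutation tests. Arrays were clustered by complete linkage.

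Settings tried were median, mean and no scaling, quantile normalization over all probes, normexp with an offset of 50, other detection filters, undetected values left missing, the exact Mann-Whitney test, the methods' t-test, an intensity trend, the replicate number as a block, arrays 1 to 4 against 5 to 8 as a block, each of these sets alone, and each array left out in turn, and folds as ratios of arithmetic means or medians. The normexp fit used 1 background value per array. Each miRNA was measured by 1 probe, and no sequences were used here, so shared signal between probes of similar miRNAs could not be tested. The number of arrays limits the precision. The fits were tested on simulated data with 20 changed miRNAs of each size and the spread of the real arrays. On 382 simulated miRNAs with the spread of the authors' normalized values, limma recovered 80.0%, 90.0% and 100% of those changed by 0.5, 1 and 2 on the log2 scale, with 2 false calls. On 641 simulated miRNAs with the spread of the fit set in advance it recovered 0%, 0% and 20.0%, with 0 false calls. The simulated noise was independent between miRNAs and between arrays and held no difference between arrays 1 to 4 and 5 to 8. These false calls therefore do not measure the error rate on the real arrays. The xenograft arrays were not analysed here.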

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

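The tests of a shift equal in both groups, of later-numbered miRNAs and of dim probes, and the counts of splits with a block, within arrays 1 to 4 and 5 to 8 or without the lists of Supplementary Table S1, and the list tests without its miRNAs, were chosen only after the results were seen. All values in this part are on the authors' normalized values unless stated.

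For 135 of 382 miRNAs the effect of telmisartan differed between arrays 1 to 4 and arrays 5 to 8 (limma interaction, adjusted p under 0.05). Of the miRNAs of Supplementary Table S1, the interaction (effect in arrays 5 to 8 minus effect in arrays 1 to 4, log2) was -0.73 for miR-210-3p, -0.58 for miR-1273g-3p and -0.90 for miR-642a-3p, which rose, and 0.80 for miR-22-5p, which rose more in arrays 5 to 8. It was 1.37 for miR-200a-3p, 1.01 for miR-301a-3p, 0.72 for miR-141-3p and 0.53 for miR-18a-5p, which fell more in arrays 1 to 4, and 0.59 for miR-338-3p. The number of interaction calls was 68 without control array 7, 80 without telmisartan array 5 or 7 and 89 without telmisartan array 3 or 8, and it ranged from 68 to 179 over the 16 arrays left out in turn.

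A shift between array sets that is equal in both groups leaves no interaction, but the 135 miRNAs that passed are the pattern itself. On principal component 1, control arrays 1 to 4 lay at -8.22 ± 1.38 and control arrays 5 to 8 at 6.93 ± 3.23. Telmisartan arrays lay at -1.77 ± 2.44 and 3.05 ± 3.06 (SD, n = 4 each). Between these sets 277 miRNAs differed among control arrays and 4 among telmisartan arrays (limma adjusted p under 0.05), and 287 and 100 at an unadjusted p under 0.05. A shift equal in both groups would not alone give these values. They hold the same contrast as the interaction, however, so they are not separate evidence against such a shift. Chance was not excluded for the number of interaction calls. The number of detected probes differs between arrays, and with its log2 as a covariate 74 miRNAs passed (10 without telmisartan array 3, 126 without telmisartan array 6), so whether it accounts for the pattern cannot be told apart with these arrays. A broad shift among control arrays is open: in arrays 5 to 8 minus 1 to 4, the 202 miRNAs numbered 1000 and above lay 0.934 higher in median on the log2 scale than the 180 numbered below (two-sided exact permutation p = 0.0286, the smallest that 70 splits of the control arrays can give), against 0.253 on telmisartan arrays. Array sets were drawn 100 times within each treatment, the real sets among them. Of these drawings, 5 gave at least the 135 interaction calls of the real sets (highest other 262), so chance was not excluded. With quantile normalization over the detected probes of each array there were 0 interaction calls (highest other 573), a count that any drawing equals or exceeds, so the drawings say nothing of chance there. No biological explanation was tested, since the design names no condition that parts these arrays.

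With quantile normalization over the detected probes of each array, 0 miRNAs passed, against 65 on the authors' normalized values. That normalization gives arrays with more detected probes higher values, and with the log2 number of detected probes as a covariate 49 miRNAs passed (29 raised and 20 lowered), which is consistent with the number of detected probes setting the level of each array. If the mere presence of dim probes among those tested were the reason, many calls would return once they were left out. On the 382 probes detected on all arrays 1 miRNA passed, with the same normalized values. The dim probes had already taken part in the normalization, so leaving them out afterwards did not test their part in it. A biological explanation does not apply to a difference between normalizations of the same arrays.

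On the authors' normalized values, 100 splits of the 16 arrays into groups of 8 were drawn from 6435. Of these, 3 gave at least the 65 calls of the treatment. Here and below, such counts include the real groups themselves, so 2 other splits gave more calls than the treatment. In 1 of them, with 4 telmisartan arrays on each side, 141 miRNAs passed, which points to a structure of the samples. Without that structure as a block, the drawings therefore do not exclude chance for the 65 calls. The split by array number, 5 to 8 against 1 to 4, gave 208. With that structure as a block the treatment gave 97 calls. Of 100 splits that kept 4 arrays of each set in each group, only the treatment itself was as large (highest other 1). Within arrays 1 to 4 the treatment gave 144 calls, and of 35 splits only the treatment itself gave any (highest other 0). Within arrays 5 to 8 the treatment gave 73. There 2 of 35 splits, the treatment itself among them, were as large (highest other 115), so chance was not excluded. In the fit set in advance there were 0 calls, which all 100 of 100 splits equal or exceed by construction, so they say nothing of chance, and the highest other of 445 points to a structure of the samples. Of the same splits 21 gave as many as the 7 miRNAs past the limits of Supplementary Table S1 (highest other 511), so chance was not excluded for these. The 11 lists past camera at the preset correlation in that fit (2 of 100 splits as large, highest other 11) and the 8 on the authors' normalized values (3 of 100, highest other 8) hold the lists of Supplementary Table S1, which were chosen on the real groups, so these counts say nothing of chance. Without those lists, 9 others passed in that fit and 6 on the authors' normalized values, with 2 and 3 of 100 splits as large (highest other 9 and 6). Most of these hold miRNAs of that table or their paralogs, so the real groups were favored in the same way and chance was not excluded for the lists. With an estimated correlation only the lists of Supplementary Table S1 passed, both in that fit and the raised one on the authors' normalized values, where miR-106b-25 and let-7 passed once the miRNAs of that table were taken out of the values (camera adjusted p = 0.0363 for both).

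Control array 1 stood apart from the other control arrays for miR-19b-3p, at a log2 value of 10.41. This was 1 of 54 groups of arrays examined, of which chance alone picks about 5%.

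Outside Supplementary Table S1, 42 miRNAs passed, 27 higher and 15 lower with telmisartan. The paper does not report them.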

How the results depend on the processing

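Settings with a covariate, those that combine median scaling with probes on all arrays, correlations with the means of the array sets removed, and all alternatives on the authors' normalized values were added after seeing the data. In the fit set in advance 0 miRNAs passed (0 raised, 0 lowered). The count was 12 with median scaling (8 raised, 4 lowered), 26 with mean scaling (13 and 13), 24 with no normalization (15 and 9), 58 with quantile normalization over all probes (34 and 24), 71 with normexp (44 and 27), 65 on the series matrix values, here called the authors' normalized values (37 and 28), 34 with median scaling over probes detected on all 16 arrays (21 and 13) and 49 with the covariate (29 and 20). It was 2 with the intensity trend (2 raised), and 1 (1 raised) with probes detected on all 16 arrays, with the replicate block and with arrays 1 to 4 only. Leaving out 1 array gave 0 to 1 calls (0 to 1 raised, 0 to 0 lowered), the 1 being without control array 5 or 6 or telmisartan array 7. Of the 10 and 15 miRNAs of Supplementary Table S1, calls were 0 and 0 in advance, 6 and 2 with median scaling, 9 and 9 with mean scaling, 9 and 8 with no normalization, 10 and 11 over all probes, 10 and 11 with normexp, 10 and 13 on the authors' values, 10 and 9 with median scaling over probes on all arrays and 10 and 11 with the covariate, 2 raised with the trend, and 1 raised with probes on all arrays, the replicate block and arrays 1 to 4.

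At the limits of Supplementary Table S1 the 5 raised and 2 lowered miRNAs became 21 and 26 with median scaling, 17 and 29 with mean scaling, 32 and 20 with no normalization, 25 and 24 over all probes, 3 and 9 with normexp, 12 and 15 on the authors' values, 56 and 0 in arrays 1 to 4, 0 and 0 in arrays 5 to 8, 15 and 15 with median scaling over probes on all arrays and 25 and 17 with the covariate, with 1 lowered under the replicate block. Leaving out 1 array gave 3 to 14 raised and 0 to 4 lowered. Raised miRNAs were 11 without control array 5, 9 without control array 6, 10 and 14 without telmisartan arrays 3 and 7, and 3 without control array 1, 2 or 4 or telmisartan array 6. Lowered miRNAs were 4 without telmisartan array 6, 1 without control array 5 or 7 or telmisartan array 5, and 0 without control array 3 or 6 or telmisartan array 1, 3, 7 or 8. The cause was not tested, apart from the covariate. The log2 fold change of miR-200a-3p passed at -1.18 over all probes, -0.98 with normexp, -1.17 on the authors' values and -1.24 with the covariate, and that of miR-301a-3p at -1.09 with no normalization and -1.24 on the authors' values. Leave-one-out ranges were -1.33 to -0.93 and -1.09 to -0.57. The direction reversed, with no call on either side, for miR-642a-3p (-0.25) and miR-6723-5p (-0.27) in arrays 5 to 8 and for miR-615-5p (0.065), miR-188-5p (0.090), miR-338-3p (0.084) and miR-21-3p (0.13) in arrays 1 to 4, and for miR-338-3p without telmisartan array 7 (0.014, with -0.47 to 0.014 over the 16 fits). With the ratio of arithmetic means and the ratio of medians in place of the difference of log2 means, all 25 miRNAs of Supplementary Table S1 kept their direction, with -0.69 and -0.98 for miR-301a-3p. Scaling moved the median of all miRNAs to 0.23 in the fit set in advance and 0.15 with no normalization.

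On the authors' normalized values the 65 calls became 144 (74 raised, 70 lowered) in arrays 1 to 4, and lowered miRNAs became 49 with the array sets as a block. Counts at the table's limits became 31 raised and 47 lowered in arrays 1 to 4 and 31 raised in arrays 5 to 8. Leave-one-out ranges were 51 to 70 calls (30 to 38 raised, 21 to 32 lowered) and 9 to 15 raised and 12 to 19 lowered at the table's limits, with log2 fold changes of -1.29 to -1.03 for miR-200a-3p and -1.45 to -1.09 for miR-301a-3p. miR-301a-3p no longer passed with the exact Mann-Whitney test or the methods' t-test (-1.24 in both) or in arrays 5 to 8 (-0.74, fewer samples), nor without any of control arrays 1 to 4 or telmisartan arrays 2, 3, 5, 6, 7 and 8 (adjusted p 0.0132 to 0.0849 over the 16 fits). Lists past camera fell from 11 to 2 with an estimated correlation and 0 with fry, and on the authors' values from 8 to 1 with an estimated correlation, the raised list of Supplementary Table S1, while fry gave 12 there. Clustering placed 16 of 16 arrays with their treatment, 9 with all tested miRNAs, 9 and 8 with miRNAs median-centered first (absolute and signed) and on the authors' values 8 and 16 median-centered (absolute and signed) and 11 with all miRNAs. Interaction calls rose from 0 to 88 with median scaling and 135 on the authors' values.

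In the fit set in advance, same-numbered arrays deviated together in 6 of 8 pairs at a correlation over 0.1 (-0.12 to 0.83), and 6 of 16 arrays correlated best with their own number. The numbers were not taken as pairs, since not all 8 pairs exceeded 0.1 there. On the authors' values all 8 did (0.15 to 0.86), with 6 of 16 arrays best with their own number, but 5 of 8 did once the means of arrays 1 to 4 and 5 to 8 were removed (-0.46 to 0.45), so pairing is left open. The replicate block gave 75 calls (37 raised, 38 lowered), which hold 61 of the 65 there. Signal over background limits the 1840 probes seen on some arrays only.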

Differences from the paper's values

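At the limits of Supplementary Table S1, the paper's counts are 10 raised and 15 lowered miRNAs in OE19 cells, and the fit set before the data were examined gave 5 and 2 (limma p in place of the paper's Mann-Whitney p). Of the alternatives set before the data were examined, the authors' normalized values gave 12 and 15, within 1.5 times the paper's counts in both directions, and no normalization did so for lowered miRNAs only (32 and 20). Leaving out 1 array came within that limit for raised miRNAs only, without control array 5 (11 and 1), control array 6 (9 and 0), telmisartan array 3 (10 and 0) or telmisartan array 7 (14 and 0). The others stayed apart from the paper in both. With the ratio of arithmetic means and the exact Mann-Whitney p on the authors' normalized values, a setting chosen after seeing the values, the counts were 10 and 15 with none of the paper's miRNAs dropped.

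The Mann-Whitney p was more than 1.5 times apart from the paper's for each of the 17 miRNAs to which the paper gives a number. The paper's p and that of the exact test on the values set in advance were 0.0074 and 0.0207 for the probe of miR-365a-3p and miR-365b-3p, 0.0019 and 0.161 for miR-22-5p, 0.006 and 0.0650 for miR-1273g-3p, 0.0013 and 0.195 for miR-642a-3p, and 0.0074 and 0.234 for miR-152-3p. For lowered miRNAs they were 0.0312 and 0.123 for miR-301a-3p, 0.0016 and 0.0281 for miR-200a-3p, 0.0013 and 0.130 for miR-7-5p, 0.0019 and 0.234 for miR-18b-5p, 0.0016 and 0.161 for miR-19a-3p, 0.001 and 0.382 for miR-615-5p, 0.012 and 0.195 for miR-5100, 0.046 and 0.645 for miR-338-3p, 0.001 and 0.00699 for miR-4286, 0.001 and 0.152 for miR-19b-3p, 0.005 and 0.505 for miR-21-3p, and 0.038 and 0.505 for miR-20b-5p. The exact test and the authors' normalized values had each been set as an alternative before the data were examined, but not their combination. That combination left 12 of the 17 more than 1.5 times apart. It came within 1.5 times the paper's p for miR-301a-3p (0.0274), miR-615-5p (0.00109), miR-338-3p (0.0402), miR-21-3p (0.00466) and miR-20b-5p (0.0379). For miR-615-5p, miR-21-3p and miR-20b-5p it rounds to the p that the paper prints. A normal approximation with continuity correction on the same values, chosen after seeing the values, left 1 more than 1.5 times apart (miR-615-5p, 0.00276 against the paper's 0.001), came within that limit for miR-21-3p at 0.00741 against the paper's 0.005, and dropped none of the paper's miRNAs.

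The paper calls all 25 miRNAs of Supplementary Table S1 altered and names miR-200a and miR-301a among them as lowered to a significant degree. In the fit set in advance 0 of the 25 passed an adjusted p under 0.05, and on the authors' normalized values 23 passed in limma and 21 in the exact Mann-Whitney test, without miR-301a-3p in the latter. Settings that call each of them are those given for the dependence on processing. None of the 25 folds of the fit set in advance was apart from the paper's by both more than 1.5 times and the SD between arrays, which was wide. For miR-301a-3p the fold was 0.554 against the paper's 0.36, more than 1.5 times apart, with an SD of 0.488, and for miR-338-3p it was 0.849 against the paper's 0.60, with an SD of 0.684. Among the alternatives, 8 of the 25 folds were apart by both measures with normexp, 2 in arrays 1 to 4 and 1 in arrays 5 to 8. With the ratio of arithmetic means of the authors' normalized values, a setting chosen after seeing the values, all 25 folds lay within 0.00499 of the paper's, with 0.364 for miR-301a-3p and 0.595 for miR-338-3p, and none of the paper's miRNAs was dropped.

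The paper describes treated and untreated cells as clustering apart. With the 25 miRNAs 16 of 16 arrays lay with their own treatment, and with miRNAs median-centered first, as for its heat map, 9 did with the absolute and 8 with the signed correlation. With the authors' normalized values median-centered first, settings chosen after seeing the values, 8 did with the absolute and 16 of 16 with the signed correlation, which drops none of the 25 miRNAs. The paper names centering for its heat map and an uncentered absolute correlation for the clustering. The absolute correlation takes opposed arrays as alike, so the centered absolute counts do not speak against the paper. In Supplementary Figure S4A the columns named for telmisartan stand under the heading of the controls and the reverse, while the sample labels used here put miR-210-3p higher with telmisartan, as Supplementary Table S1 does.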

Other observations

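Outside the miRNAs that the paper lists, the largest rises on the authors' normalized values were those of miR-30d-5p at 1.51-fold (log2 standard error 0.09), miR-181a-5p at 1.46-fold (standard error 0.10), miR-8059 at 1.46-fold (standard error 0.17) and miR-23b-3p, and miR-181b-5p rose 1.27-fold. miR-125a-5p rose 1.39-fold. miR-320a at 1.19-fold, miR-320b at 1.22-fold, miR-320d at 1.22-fold and miR-320e at 1.23-fold passed as well, and miR-320c at 1.17-fold did not (adjusted p = 0.0859, limma). The largest falls were those of miR-425-5p at 0.687 of its control level (standard error 0.11), miR-7114-5p at 0.695 (standard error 0.15) and miR-29b-3p. These miRNAs were chosen after their values were seen, and no list of miR-320 members was fixed or tested.

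Of the other lists, 1 of 5 members of the miR-30 family rose (camera adjusted p = 0.0726), 2 of 4 in the miR-193b-365 family (0.0726), 1 of 3 in the family of miR-148 and miR-152 (0.484) and 0 of 3 in the miR-15/16 family (0.784). The first 2 passed fry there (adjusted p = 0.0471 and 0.000133), and in the fit set in advance they passed camera at the preset correlation (adjusted p = 0.0443 for miR-30, 0.0600 with the array sets as a block, and 0.000386 for miR-193b-365), but not with an estimated correlation (0.408 and 0.198). The members of the miR-193b-365 family that rose are in Supplementary Table S1, and fewer than 3 others were tested. With the miRNAs of that table taken out of the values, a test added after the results were seen, miR-30 had a camera adjusted p of 0.0466 (0.484 with an estimated correlation) on the authors' normalized values and of 0.0171 (0.349) in the fit set in advance. 1 of 2 measured members of the cluster of miR-221 and miR-222 rose (2 when adjusted over the list alone), and miR-34 had 1 tested member, which did not pass except with the array sets as a block. Of markers of columnar gut epithelium, which OE19 cells can express, miR-194-5p fell to 0.819 of its control level, and miR-192-5p and miR-215-5p did not pass (camera adjusted p = 0.484). The squamous marker miR-205-5p was detected on 3 control and 5 telmisartan arrays, and miR-203a-3p on 8 and 8. None of the stromal and muscle markers was detected often enough to be tested, as for miR-143-3p (1 and 1 arrays), miR-145-5p (2 and 3) and miR-133a-3p (1 and 1). Of blood and endothelial markers, miR-451a was detected on 7 and 7 arrays and miR-126-3p on 8 and 8, and miR-223-3p on 0 and 1. The neuronal miR-9-5p was detected on 8 and 8 arrays.

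Among the authors' normalized values, arrays 5 to 8 differed from arrays 1 to 4 in 277 of 382 miRNAs among control arrays (143 higher, 134 lower) and in 4 among telmisartan arrays (0 higher, 4 lower, 100 at an unadjusted p under 0.05), limma adjusted p under 0.05. Among control arrays miR-1275 was 4.37-fold higher in arrays 5 to 8 (adjusted p = 0.000260), and miR-455-3p was at 0.241 (adjusted p = 0.000126) and miR-301a-3p at 0.264 of the level in arrays 1 to 4 (adjusted p = 0.000114). 5 miRNAs passed in both sets in opposite directions, namely miR-30e-3p, miR-652-5p, miR-6851-5p, miR-1275 and miR-6819-5p. For miR-30e-3p the level with telmisartan was 0.723 of control within arrays 1 to 4 and 1.49-fold within arrays 5 to 8 (interaction adjusted p = 0.00638, limma).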
